# Transcriptome Analysis of Testicular Aging in Mice

**DOI:** 10.3390/cells10112895

**Published:** 2021-10-26

**Authors:** Gwidong Han, Seong-Hyeon Hong, Seung-Jae Lee, Seung-Pyo Hong, Chunghee Cho

**Keywords:** spermatogenesis, testis, aging, long non-coding RNA, testicular aging, andropause

## Abstract

Male reproductive aging, or andropause, is associated with gradual age-related changes in testicular properties, sperm production, and erectile function. The testis, which is the primary male reproductive organ, produces sperm and androgens. To understand the transcriptional changes underlying male reproductive aging, we performed transcriptome analysis of aging testes in mice. A total of 31,386 mRNAs and 9387 long non-coding RNAs (lncRNAs) were identified in the mouse testes of diverse age groups (3, 6, 12, and 18 months old) by total RNA sequencing. Of them, 1571 mRNAs and 715 lncRNAs exhibited changes in their levels during testicular aging. Most of these aging-related transcripts exhibited slight and continuous expression changes during aging, whereas some (9.6%) showed larger expression changes. The aging-related transcripts could be classified into diverse expression patterns, in which the transcripts changed mainly at 3–6 months or at 12–18 months. Our subsequent in silico analysis provided insight into the potential features of testicular aging-related mRNAs and lncRNAs. We identified testis-specific aging-related transcripts (121 mRNAs and 25 lncRNAs) by comparison with a known testis-specific transcript profile, and then predicted the potential reproduction-related functions of the mRNAs. By selecting transcripts that are altered only between 3 and 18 months, we identified 46 mRNAs and 34 lncRNAs that are stringently related to the terminal stage of male reproductive aging. Some of these mRNAs were related to hormonal regulation. Finally, our in silico analysis of the 34 aging-related lncRNAs revealed that they co-localized with 19 testis-expressed protein-coding genes, 13 of which are considered to show testis-specific or -predominant expression. These nearby genes could be potential targets of *cis*-regulation by the aging-related lncRNAs. Collectively, our results identify a number of testicular aging-related mRNAs and lncRNAs in mice and provide a basis for the future investigation of these transcripts in the context of aging-associated testicular dysfunction.

## 1. Introduction

Male reproductive aging, or andropause, refers to age-related changes in male reproductive integrity, including sperm production and erectile function [1]. Unlike menopause resulting from female reproductive aging, which is relatively abrupt, male reproductive aging is accompanied by slow changes in function [1,2]. These gradual dysfunctional changes occur mostly in the testis, which is the main male reproductive organ and is responsible for producing sperm and hormones [1,2,3]. Slow and progressive decreases in the testicular mass and testosterone level, erectile dysfunction, and tubular sclerosis are observed during human andropause [2,4].

Spermatogenesis is the unique, complex, and tightly regulated process of male germ cell development [5]. It includes successive mitotic division, meiosis, and post-meiotic phases through which spermatogonial stem cells (SSCs) are differentiated into spermatocytes and spermatids respectively. A highly organized intrinsic genetic network is important for spermatogenesis [5]. To elucidate the molecular nature of the intrinsic program of spermatogenesis, various investigations have sought to identify and characterize relevant protein-coding genes [6] and noncoding RNAs, such as microRNAs (miRNAs) [7], piwi-interacting RNAs (piRNAs) [8], and long non-coding RNAs (lncRNAs) [9,10,11,12,13,14,15]. LncRNAs could function as novel regulatory molecules which interact with DNA, RNA, and proteins. They are implicated in various biological process, including differentiation and development. Our group previously found that the testis harbors many tissue-specific lncRNAs [16]. We recently reported that the testicular germ cell-specific lncRNA, *Teshl*, functions to regulate the expression of sex chromosome genes and maintain the quality of Y chromosome-bearing sperm [17].

Testicular aging has been studied in humans [1,2,3,4,17,18,19], as well as in murine [20] and canine species [21]. In humans and canines, decreases in Leydig cell populations are commonly observed [19,21]. In the case of mouse testicular aging, plasma testosterone level was significantly decreased in aged groups (over age 450 days). It is unclear whether there are changes in semen parameters, such as sperm concentration, motility, and morphology, during aging [22]. An integrative study with genotype tissue expression (GTEx) data identified 22 and 7 aging-associated coding (mRNA) and non-coding (lncRNA) genes, respectively, in human testes [18]. However, although numerous aging-related studies have been performed on mouse tissues including testes and various tissues of other species, no previous study has undertaken aging-related transcriptomic profiling of whole mouse testes in a comprehensive manner.

Here, we identified and profiled mRNAs and lncRNAs associated with mouse testicular aging through total RNA sequencing analysis. To comprehensively investigate the expression changes of transcripts during all periods of aging, we analyzed the testicular transcripts obtained at postnatal months 3, 6, 12, and 18. We newly identified aging-related transcripts, observed that they typically exhibited slight and gradual expression changes, classified them into a number of different expression patterns, and assessed the potential features of the aging-related mRNAs and lncRNAs. To the best of our knowledge, this is the first study seeking to identify and characterize mRNAs and lncRNAs related to testicular aging in mice. Our study provides inclusive transcriptomic information that should facilitate future studies on the testicular dysfunction that occurs with age in mammalian species.

## 2. Materials and Methods

### 2.1. Animals and RNA Preparation

We used C57BL/6 male mice representing four age groups: postnatal 3, 6, 12, and 18 months old. Three life phases (3–6 months of age for ‘mature adult’, 10–15 months of age for ‘middle-aged’, and 18–24 months of age for ‘old’) have been suggested for aging studies in mice (https://www.jax.org/research-and-faculty/research-labs/the-harrison-lab/gerontology/life-span-as-a-biomarker, accessed on 3 September 2019). All mice were provided by the Korea Basic Science Institute (KBSI, Gwangju, Korea). It is unclear whether mice of each age group were from the same litter. Each experiment was performed in triplicate. Testes were obtained from mice and immediately cryopreserved with liquid nitrogen and stored at −80 °C. Total RNA was isolated. Each experiment involving animals was conducted in accordance with the Korean Food and Drug Administration (KFDA) test guidelines. The protocols were reviewed and approved by the Institutional Animal Care and Use Committees (IACUC) of Gwangju Institute of Science and Technology (GIST) (permit number: GIST-2019-097).

### 2.2. Total RNA Sequencing

Sequencing libraries were prepared using a TruSeq RNA Sample Prep kit v2 (Illumina, San Diego, CA, USA) according to the provided protocol. Library preparation involved removing ribosomal RNA with a Ribo-Zero rRNA Removal Kit (Illumina), and then performing random fragmentation and cDNA synthesis. Each sample library was subjected to paired-end high-throughput RNA sequencing using a HiSeq 4000 system (Illumina). The raw reads obtained from high-throughput sequencing were subjected to quality control and preprocessing. Alignment was performed with HISAT2 against the UCSC mm10 reference genome. Expression profiles were obtained with the FPKM (fragments per kilobase of exon per million fragments) method. To determine the expression changes of transcripts, we used fold-change with pseudocount value (0.001). The sequencing data were uploaded to the Gene Expression Omnibus (GEO) database at the National Center for Biotechnology Information (NCBI) under GEO accession number GSE175633.

### 2.3. Tissue Expression Estimation

We previously performed microarray analysis of five different mouse tissues (brain, heart, kidney, liver, and testis) to identify tissue-specific expression of mRNAs and lncRNAs [16]. Here, we identified age-related mRNAs and lncRNAs showing apparent testis-specific expression by comparing the previous tissue expression data with the newly identified age-related transcripts. We converted the transcript IDs of the age-related and testis-specific transcripts into ENSEMBL gene IDs using the DAVID gene ID conversion tool.

### 2.4. Investigating the Potential Features of Aging-Related Transcripts

We selected aging-related mRNAs and lncRNAs to investigate their potential features. A protein-protein network was constructed with the 46 mRNAs using the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING) [23]. To investigate *cis*-regulatory targets of the 34 aging-related lncRNAs, we used Genomic Regions Enrichment of Annotations Tool (GREAT) to identify their neighboring genes (Basal plus extension; proximal, 5 kb upstream and 1 kb downstream; distal, up to 1000 kb) [24].

## 3. Results

### 3.1. Identification of mRNAs and lncRNAs in Mouse Testes during Aging

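Testis RNA of C57BL/6 mice, an inbred laboratory strain, was sequenced in 12 libraries, 3 at each of the 4 ages. The libraries of an age were compared in pairs before they were averaged. The Pearson correlation of log2(CPM + 1), where CPM is the read count scaled by the size of the library, lay between 0.872 and 0.881 across transcripts. With the reads of all transcripts of a gene summed, it lay between 0.988 and 0.991 across genes. No pair of libraries of the same age held the same values, and each library was counted as 1 replicate. The paper names 3 biological replicates, and each was taken to be 1 mouse, which the labels do not state.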

To comprehensively identify transcripts expressed in mouse testes at different ages, we prepared testes from C57BL/6 mice representing four age groups: postnatal 3 months old (3M), 6 months old (6M), 12 months old (12M), and 18 months old (18M). We performed total RNA sequencing analysis of testicular tissues using an Illumina HiSeq 4000. 

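Ribosomal RNA was removed from the total RNA, the library kit does not keep the strand, and both ends of each fragment were read. The values of antisense transcripts and of genes that overlap another gene are therefore uncertain. The authors aligned the reads with HISAT2 to the mm10 build of the mouse genome, and their deposited table gives for each transcript and library a read count and an FPKM (fragments scaled by the length of the transcript and by the mapped fragments of the library). The FPKM values were used as deposited, without further normalization between libraries.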

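The deposited counts sum to between 50924104 and 71803379 reads per library, with a median of 56236682. The median was 56717376 reads at 3M (52537887 to 57957440), 50996915 at 6M (50924104 to 55848835), 59466358 at 12M (54436984 to 62179449) and 56624529 at 18M (52641137 to 71803379). These sums are 77.2% to 79.0% of the total reads that Table 1 of the paper gives for the same libraries, and all values from counts rest on the deposited sums. The 10 transcripts with the most reads took 2.63% to 3.15% of a library. The scaling factors that edgeR's TMM method gave the libraries lay between 0.983 and 1.02.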

The raw data comprised 65 to 90 million total reads, over 95% of which were clean reads (Table 1). These data were deposited to the Gene Expression Omnibus (GEO) under GEO accession number GSE175633. The testicular transcripts obtained from the RNA sequencing data were processed into individual transcripts using StringTie [25]. 

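StringTie (version 1.3.3b) assembled the aligned reads into transcripts, merged the assemblies of the 12 libraries and estimated the level of each merged transcript again in each library. The deposited count of a transcript equals its mean coverage times its length divided by the read length, rounded up to a whole number by the authors, with 0 of 71967 transcripts differing in any library, and is thus an estimated count. Reads on exons that several transcripts of a gene share are divided between them by the assembler's model, so the count of a transcript can change while the reads of its gene do not. The counts were therefore also summed over the transcripts of each gene, which gave 31774 genes and loci. Differences in counts were tested with edgeR's quasi-likelihood test, and a transcript was called changed at a Benjamini-Hochberg adjusted p-value of 0.05 or less and a log2 fold change of 1 or more in size.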

A total of 71,967 transcripts were assembled from the entire set of raw RNA sequences.

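By the class codes of the deposited table, 36502 of the transcripts match a reference transcript (class =), 23108 share at least 1 splice junction with one (j), 7594 lie between genes (u), 2182 overlap an exon on the opposite strand (x) and 1618 lie within an intron (i). The other classes held 670 transcripts or fewer each. No read was counted for 3937 transcripts in any of the 12 libraries, and each library had reads for 58289 to 59558 transcripts.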

From the total set of individual transcripts, 31,386 transcripts were identified as mRNAs based on our analysis using the MGI (Mouse Genome Informatics) database and GffCompare [26]. 

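In the deposited table, 31355 transcripts carry the identifier of a RefSeq mRNA (NM_), 5188 that of a RefSeq non-coding RNA (NR_), and 35424 were assembled by StringTie without a RefSeq identifier. The MGI database was not used here, and the NM_ transcripts were taken as mRNAs. With the NR_ transcripts of genes that also have an NM_ transcript added, the mRNAs numbered 32153.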

Total RNA sequencing can also provide information on the expression profiles of non-coding RNAs. To identify lncRNAs from the transcript assembly, we designed an in silico pipeline (Figure 1A). First, based on the definition of an lncRNA, we selected transcripts longer than 200 nucleotides (nt). 

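Of the assembled transcripts, 70486 have 200 nt or more and 70430 have more than 200 nt. More than 1 exon is found in 64957 of the former and in 64902 of the latter.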

We then filtered out single-exon transcripts, which yielded 64,957 multi-exon transcripts, to eliminate experimental artifacts and background noise. As a consequence, single-exon lncRNAs were excluded from our lists. Finally, we assessed the coding potential of these transcripts using CPC (Coding Potential Calculator) [27], CPAT (Coding Potential Assessment Tool) [28], txCDSPredict (provided by kentUtils), and HMMSearch (provided by HMMER) against the pfam database [29] (Figure 1B). 

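The coding-potential tools were not run here. In their place, lncRNA candidates were defined from the annotation as multi-exon transcripts of more than 200 nt. They carry an NR_ identifier or were assembled between genes (u), opposite to an exon (x) or within an intron (i). This definition gave 12104 candidates, which hold 534 of the 715 lncRNAs listed in Supplementary Tables S4 and S5.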

Of the transcripts, 9387 were commonly evaluated as non-coding sequences by these tools and were thus considered to be testicular lncRNAs. Further classification of these lncRNAs revealed that 2152 were known non-coding transcripts, 1734 were novel isoforms of known transcripts, and the remaining 5274 were novel unannotated transcripts (NUTs) (Figure 1C).

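Of the lncRNA candidates, 3386 carry an NR_ identifier, 5540 lie between genes, 2106 overlap an exon on the opposite strand and 1072 lie within an intron. The 715 lncRNAs of Supplementary Tables S4 and S5 fall into class u for 278 transcripts, j for 151, x for 120, = for 83, i for 62 and o (another overlap with an exon) for 21. The supplementary lists of mRNAs and lncRNAs share 8 transcripts, and both together hold 2278 different transcripts.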

### 3.2. Global Expression and Transcriptomic Features of mRNAs and lncRNAs Expressed in Mouse Testes during Aging

We characterized the expression and transcriptomic features of the mRNA and lncRNA transcripts identified by our total RNA sequencing. The average expression levels of mRNAs were modestly higher than those of lncRNAs (average 1.32-fold) in both young (3M) and old (18M) age groups (Figure 2A). 

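The mean FPKM of the mRNAs was 9.37 ± 0.156 (SD, n = 3 mice) at 3M and 9.62 ± 0.145 at 18M. For the lncRNA candidates it was 2.27 ± 0.0667 at 3M and 2.43 ± 0.0359 at 18M. The ratio of mRNAs to lncRNA candidates was 4.14 ± 0.0545 at 3M and 3.95 ± 0.0254 at 18M, so within each age it lay above 1 by far more than its spread between mice. The median FPKM at 3M was 0.460 ± 0.0101 for mRNAs and 0.931 ± 0.0301 for lncRNA candidates. The scale moved the ratio most, and over all transcripts of each class it reversed their order. From the difference of mean log2(FPKM + 0.001), taken as a fold, the ratio was 0.695 ± 0.0480 at 3M and 0.594 ± 0.0435 at 18M. Among transcripts at FPKM 1 or more in at least 1 age, the order was not reversed. There the mean log2 was 2.12 for mRNAs and 0.14 for lncRNA candidates at 3M, and 2.04 and 0.30 at 18M. Their median FPKM was 3.72 and 1.51 at 3M, and 3.61 and 1.62 at 18M.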

Most of the lncRNAs (69%) varied in length from 200 to 2000 nt, and the majority of the mRNAs (74.2%) ranged from 200 to 4000 nt (Figure 2B). 

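A length of 200 to 2000 nt was found for 8236 of the 12104 lncRNA candidates (68.0%) and for 600 of the 715 lncRNAs of Supplementary Tables S4 and S5 (83.9%). A length of 200 to 4000 nt was found for 23365 of the 31355 mRNAs (74.5%). The median length was 1316.5 nt for the candidates, 901 nt for the listed lncRNAs and 2565 nt for the mRNAs.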

The expression levels of total transcripts, mRNAs, and lncRNAs were found to be similar among the age groups, from 3M to 18M, for all mouse chromosomes except for the Y chromosome (Supplementary Figure S1): the average expression levels of total transcripts and lncRNAs, but not mRNAs, increased slightly from 3M to 18M for the Y chromosome (Figure 2C).

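The mean of log2(FPKM + 0.001) over the 377 transcripts of the Y chromosome was −2.24 ± 0.23 (SD, n = 3 mice) at 3M, −2.05 ± 0.05 at 6M, −1.94 ± 0.07 at 12M and −1.87 ± 0.08 at 18M. The difference between 3M and 18M was 0.37, with all 3 mice of 18M above all 3 of 3M (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). Over the 195 lncRNA candidates of the Y chromosome, the mean rose from −1.73 ± 0.33 at 3M to −1.16 ± 0.12 at 18M (the same exact permutation test, p = 0.1). Over its 121 mRNAs, it was −3.31 ± 0.13 at 3M and −3.14 ± 0.26 at 18M, a difference within the spread between mice (exact permutation test, p = 0.5), and without mouse 18M-3 the difference was 0.03. On the other 20 chromosomes, the difference between 3M and 18M lay between −0.07 (chromosome 18) and 0.05 (chromosome 1) for all transcripts, between −0.18 (chromosome 18) and 0.03 (chromosome 12) for mRNAs and between 0.02 (chromosome 19) and 0.31 (chromosome 5) for lncRNA candidates. The pseudocount moved the Y chromosome differences of all transcripts and of lncRNA candidates most: with a pseudocount of 1, they were 0.09 and 0.13. For mRNAs a pseudocount of 1 gave 0.05 against a spread between mice of 0.03 (exact permutation test, p = 0.2). The mRNA difference also exceeded the spread with a pseudocount of 0.1 (0.13 against 0.08) and with transcripts at FPKM 1 or more (0.16 against 0.12). In each of these settings the mice of 3M and 18M overlapped. Leaving out 18M-3 moved the mRNA difference most. Many Y chromosome genes lie in near-identical copies, between which the reads could have been split, so the values of single copies are uncertain.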

### 3.3. Aging-Related Expression Patterns of mRNAs and lncRNAs

Although the overall expression levels of transcripts were similar among the age groups, we expected that sets of transcripts would show changes during aging. To characterize aging-related mRNAs and lncRNAs in depth, we analyzed their expression patterns during testicular aging. For data preprocessing of the identified mRNAs and lncRNAs, we set the expression level criteria to select transcripts with FPKM ≥ 1 in at least one age group. This analysis yielded 13,797 mRNAs and 6230 lncRNAs. In addition, biological aging is accompanied with long and gradual accumulation of genetic damage [30]. 

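With the mean FPKM of the 3 mice of an age at 1 or more in at least 1 age, 13614 mRNAs and 7577 lncRNA candidates remained. With an FPKM of 1 or more in every mouse of at least 1 age, these numbers were 11908 and 5777.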

To detect the result of accumulated damage and/or physiological changes, we investigate the continuous expression changes in testicular aging. We found that 1571 mRNAs and 715 lncRNAs showed a continuous increase or decrease, respectively, from 3M to 18M. 

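The mean FPKM of 1561 mRNAs at FPKM 1 or more rose at every step from 3M to 18M (681) or fell at every step (880). Of the lncRNA candidates, 789 did so, 574 rising and 215 falling. Of the transcripts in Supplementary Tables S2 to S5, 1566 of the 1571 mRNAs and 672 of the 715 lncRNAs (512 rising and 160 falling) changed strictly at every step. With equal means allowed between consecutive ages, a rule chosen after seeing the data, all 1571 and all 715 met it. The median log2 change from 3M to 18M was 0.25 for rising and −0.30 for falling mRNAs, and 0.45 for rising and −0.61 for falling listed lncRNAs. The values of the 3M and 18M mice did not overlap for 42.9% of these mRNAs, against a median of 26.8% among the mRNAs that change continuously under shuffled ages (19.7% to 45.8%). A minimum FPKM of 2 moved the number of lncRNA candidates most, to 374. Leaving out 1 mouse gave between 1192 (without 12M-2) and 1900 (without 18M-1) mRNAs and between 645 (without 12M-3) and 916 (without 3M-1) lncRNA candidates. With reads summed per gene, 1933 of 12477 genes with an mRNA changed continuously (801 rising and 1132 falling), and 682 of 5172 lncRNA loci (562 rising and 120 falling). With shuffled ages, the median number of such genes was 924, and 5 of 100 groupings, the true one included, gave 1933 or more.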

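The number of continuously changing transcripts depends on how the mice are grouped into ages, since means of 3 values rise or fall in order by chance for some transcripts. The ages were therefore shuffled over the 12 libraries, with 100 groupings in all, the true one included. The shuffled groupings gave 802 to 1992 continuously changing mRNAs, with a median of 1095, and 6 of the 100 groupings gave at least the 1561 of the true ages. For lncRNA candidates, they gave 481 to 941 with a median of 594, and 6 of the 100 gave at least the 789 of the true ages.

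**Figure D1:**
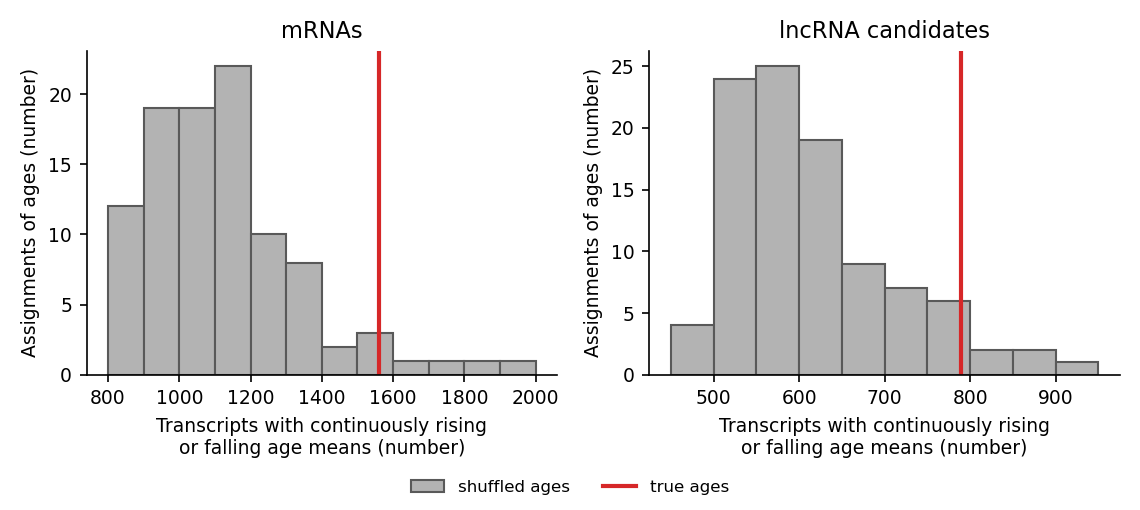
Number of continuously changing mRNAs (left) and lncRNA candidates (right) on the horizontal axis and number of groupings on the vertical axis, for 100 groupings of the 12 libraries into 4 ages of 3; the red line marks the true ages. The true ages give 1561 mRNAs and 789 lncRNA candidates, against medians of 1095 and 594.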

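As a statistical test of change over age, the slope of the read counts on age in months was fitted over all 12 libraries with edgeR's quasi-likelihood test. Of 58289 transcripts tested, 6 had a Benjamini-Hochberg adjusted p-value of 0.05 or less, 1 rising and 5 falling, and 4167 an unadjusted p-value of 0.05 or less. DESeq2's Wald test of the slope moved this number most, to 1022. Leaving out 1 library gave between 3 (without 3M-1, among others) and 8 (without 18M-1). The rising transcript was MSTRG.3007.6 of Stx8 (chromosome 11 of mm10, 67966623 to 68203879, 8 exons), at 0 CPM in the 3M mice and 13.4 ± 5.96 CPM (SD, n = 3) at 18M, at least 749-fold higher (adjusted p = 0.033). The reads of all Stx8 transcripts together were 44.9 ± 3.95 CPM at 3M and 46.0 ± 1.51 at 18M. Among the falling transcripts, the slope of Klk1b24 (NM_010643, chromosome 7, 44188236 to 44192451) was −0.21 log2 units per month (SE 0.01, adjusted p = 2.6e-04), from 15.4 ± 2.78 CPM at 3M to 1.80 ± 0.230 at 18M. Itih2 (NM_010582, chromosome 2, 10094591 to 10130683) had a slope of −0.10 (SE 0.01, adjusted p = 0.036), from 12.8 ± 2.31 to 4.26 ± 1.13 CPM. Klk1b24 belongs to a family of similar kallikrein genes that lie side by side, whose reads could have been split, and its values are uncertain to that extent. The other falling transcripts were Klk1b27 (NM_020268), Cyp17a1 (NM_007809) and Ggt5 (NM_011820), the last 2 named after their values were seen. With reads summed per gene, 43 of 25526 genes and loci had an adjusted p-value of 0.05 or less (14 rising and 29 falling) and 3887 an unadjusted one. Without 18M-3 these were 13 and without 18M-1 114.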

Evaluation of the expression changes was based on the average values of three testicular samples in each age and statistical significance was not considered in this analysis (Figure 3A and Supplementary Table S1).

To further analyze the expression patterns of transcripts exhibiting continuous gradual increases or decreases during testicular aging (3M, 6M, 12M, and 18M), we classified the mRNAs and lncRNAs by their degree of expression change across three consecutive age-comparison groups: 3M to 6M, 6M to 12M, and 12M to 18M. 

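Supplementary Tables S2 to S5 give 2286 entries with their expression type. Their mean FPKM per age equals the mean of the deposited FPKM of the 3 mice. Types were assigned again from the log2 ratios of consecutive means with a pseudocount of 0.001. With a substantial change set at a log2 ratio of 1 or more in size, 2284 of the 2286 entries received their listed type, and with 1.2 or more 2237. The smallest change that a listed type counts as substantial was 1.01.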

We considered transcripts with log_2_(|Fold change|) ≥ 1.2 to exhibit a “substantial expression change”, as opposed to transcripts exhibiting a “slight change” over that period. From this analysis, we classified the mRNAs and lncRNAs into each eight groups representing increasing or decreasing expression patterns (Figure 3B,C and Table 2).

The classified expression patterns revealed several features. 

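At a threshold of 1.2, no comparison of consecutive ages held a substantial change for 95.1% of the 1561 continuously changing mRNAs and 91.8% of the 672 listed lncRNAs with a strict rise or fall. At a threshold of 1, these shares were 93.5% and 89.9%. Over all 1571 listed mRNAs and all 715 listed lncRNAs, equal means included, they were 94.7% and 86.3% at 1.2 and 93.1% and 84.5% at 1, which was chosen after seeing the data. Without equal means and at 1.2, the shares were 98.5% and 98.1% with a pseudocount of 1. They were 96.7% and 96.5% with an FPKM of 1 or more in every mouse of at least 1 age. The latter alternative was chosen after seeing the data. Leaving out 1 mouse gave 92.9% to 95.3% for mRNAs and 89.1% to 92.4% for lncRNAs.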

The majority (over 80%) of the transcripts [93.1% of mRNAs (1463 of 1571) and 85.8% of lncRNAs (614 of 715)] were classified as type 1, the members of which commonly showed very slight changes in expression level between the age groups (Figure 3B,C and Table 2). The remaining transcripts (108 mRNAs and 111 lncRNAs) distributed to types 2–8, each of which included mRNAs and lncRNAs with increasing or decreasing patterns. 

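At the threshold of 1.2, type 3 (a substantial change only between 6M and 12M) held 5 rising and 9 falling mRNAs, and 2 rising and 2 falling listed lncRNAs. Type 5 (only between 12M and 18M) held 11 rising and 19 falling mRNAs, and 3 rising and 11 falling lncRNAs. Type 6 held 1 rising and 3 falling mRNAs and 1 rising and 2 falling lncRNAs. Type 7 held 0 rising and 1 falling mRNA and 1 rising and 4 falling lncRNAs, and type 8 held 0 rising and 2 falling mRNAs and 3 rising and 2 falling lncRNAs. The lncRNA counts leave out listed lncRNAs with equal means at consecutive ages. With these included, a choice made after seeing the data, type 3 held 7 rising and 5 falling lncRNAs and type 5 held 20 rising and 11 falling at 1.2, so the direction of most type 5 lncRNAs depends on them. At a threshold of 1, type 5 held 21 and 14. These are counts of mean values, without a test.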

The types can be divided into two groups, one comprising types 2, 3, and 5 and one comprising types 4, 7, and 8. The members of types 2, 3, and 5 showed a substantial expression change in a single age-comparison group (3M–6M, 6M–12M, or 12M–18M) (Figure 3B,C and Table 2). For example, members of type 2 exhibited a substantial expression change only between 3M and 6M (28 mRNAs and 41 lncRNAs) (Table 2). In contrast, members of types 4, 7, and 8 exhibited substantial expression changes in more than one age-comparison group (Figure 3B,C and Table 2). For instance, members of type 4 showed substantial expression changes at both 3M–6M and 6M–12M groups (5 mRNAs and 7 lncRNAs) (Table 2). 

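Type 2 held 20 mRNAs (13 rising and 7 falling) and 18 listed lncRNAs (12 rising and 6 falling) at the threshold of 1.2. At a threshold of 1 it held 27 mRNAs and 25 lncRNAs. With equal means between consecutive ages allowed, which was chosen after seeing the data, type 2 held 34 listed lncRNAs at 1.2 and 41 at 1. At 1.2 they were 12 rising and 22 falling, and at a threshold of 1 they were 17 rising and 24 falling. The direction of most type 2 lncRNAs thus depends on those with equal means.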

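At 1.2, 6 mRNAs (4 rising and 2 falling) and 6 listed lncRNAs (3 rising and 3 falling) were of type 4.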

Our analysis revealed that more transcripts showed a substantial expression change in only a single age-comparison group (174 transcripts) than in multiple age-comparison groups (36 transcripts). 

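Over mRNAs and listed lncRNAs, 100 transcripts had a substantial change of 1.2 or more in a single comparison and 32 in several. At a threshold of 1 the numbers were 127 and 42. Over all 2286 listed entries, equal means included, they were 147 and 35 at 1.2 and 174 and 45 at 1. With an FPKM of 1 or more in every mouse of at least 1 age, the numbers were 53 and 12 at 1.2, without equal means. These alternatives were chosen after seeing the data. A pseudocount of 1 lowered the 100 and 32 to 35 and 2. Leaving out 1 mouse gave between 74 (without 12M-1) and 138 (without 3M-1) transcripts with a single substantial change.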

Interestingly, we observed that major expression changes during aging tend to be limited to the 6 month period (maximum 12M to 18M). 

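A substantial change of 1.2 or more fell between 3M and 6M for 64 transcripts, between 6M and 12M for 43 and between 12M and 18M for 64. It fell in that interval alone for 38, 18 and 44 transcripts. In a test of the read counts with edgeR's quasi-likelihood test, 28 of 54369 transcripts were called between 3M and 6M (9 higher and 19 lower at 6M), 11 of 54444 between 6M and 12M (6 higher and 5 lower at 12M) and 11 of 54622 between 12M and 18M (7 higher and 4 lower at 18M). With an unadjusted p-value of 0.05 or less and the same fold change, there were 1373, 1441 and 1187. DESeq2's Wald test with adjusted p-values gave 1123, 1230 and 713. Leaving out 1 library gave 13 (without 3M-1) to 44 (without 3M-2) calls between 3M and 6M, 0 (without 6M-1, among others; 1831 at unadjusted p) to 22 (without 12M-1) between 6M and 12M, and 0 (without 12M-1, among others; 1589 at unadjusted p) to 8 (without 12M-3) between 12M and 18M. None of the 28, 11 and 11 called transcripts is a continuously changing mRNA or a listed lncRNA, while at unadjusted p-values 8, 6 and 7 mRNAs and 0, 0 and 2 listed lncRNAs are among them. Beside these numbers, the paper states that large changes tend to be limited to a period of 6 months, and names 12M to 18M as the maximum. Its Discussion places the larger changes, as a tendency, in both 3M to 6M and 12M to 18M. The interval from 3M to 6M is shorter than the later ones. Over all listed entries, equal means included, the intervals held 82, 56 and 86 substantial changes at 1.2, a choice made after seeing the data.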

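Between 3M and 6M, the largest rises among the called transcripts were of MSTRG.8613.16 (chromosome 17, 21150642 to 21208687), with 2 reads at 3M and 3345 at 6M, a ratio of 1773 (95% exact interval 490.3 to 14643, counting error only), of Zfp871 (NM_001346705), with a log2 fold change of 8.20 (SE 0.51, adjusted p = 0.034), and of Myo18a (NM_001291212), with 3 reads at 3M and 442 at 6M, a ratio of 156 (53.1 to 760.1). The largest falls were of Rnf181 (NM_001331169), with 9774 reads at 3M and 3 at 6M, a ratio of 3074 (1052 to 14909), of 4930427A07Rik (MSTRG.4866.2), at least 997-fold lower at 6M, and of Eya4 (NM_001347372), at least 794-fold lower. The reads of all Zfp871 transcripts together were 9.51 ± 0.865 CPM at 3M and 9.47 ± 0.772 at 6M. Between 6M and 12M, MSTRG.4325.1 of Ralgapa1 rose most (8.81, SE 0.39, adjusted p = 0.019), and MSTRG.20576.8 of Kri1 was also among the largest rises (4.29, SE 0.18, adjusted p = 0.017). MSTRG.18271.8 of Cpt1c fell from 60.8 CPM to 0, at least 3566-fold, MSTRG.13126.7 of Oaz3 by a log2 fold change of −7.53 (SE 0.41, adjusted p = 0.035) and MSTRG.20758.7 of Hyou1 by −7.19 (SE 0.29, adjusted p = 0.017). Between 12M and 18M, Klhl5 (NM_175174; 6.97, SE 0.20, adjusted p = 0.014), MSTRG.9926.4 of Fech (6.58, SE 0.36, adjusted p = 0.044) and Zbtb46 (NM_027656; 4.31, SE 0.25, adjusted p = 0.044) rose most. MSTRG.4641.1 (chromosome 12, 98378818 to 98420084, 1 exon) fell from 181 ± 22.2 CPM to 0, at least 10927-fold, and Hnrnpf (NM_133834; −6.62, SE 0.24, adjusted p = 0.014) and MSTRG.12723.1 of Ccdc39 (−4.89, SE 0.19, adjusted p = 0.014) fell next. The transcripts of Kri1, Cpt1c, Oaz3 and Ccdc39 share sequence with exons of genes on the opposite strand, and their values are uncertain to that extent. With reads summed per gene, the direction reversed for Zfp871, Myo18a, Eya4, Ralgapa1, Kri1, Oaz3, Klhl5 and Fech. Hnrnpf then did not change, and the others named here kept their direction. Splits of the libraries of 2 ages into 3 and 3 gave as many calls in 3 of 10 for 3M and 6M. For 6M and 12M, and for 12M and 18M, it was 7 of 10, the true ages included. The calls therefore cannot be told apart from a grouping by chance.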

We obtained information on gene ontology (GO) enriched in each classified expression pattern (Supplementary Tables S6 and S7). Spermatogenesis (GO:0007283) and single fertilization (GO:0007338) were found to be enriched in increasing expression patterns with substantial expression changes (Types 2–8) (Supplementary Table S6). GO terms with extracellular exosome (GO:0070062) and hydrolase activity (GO:0016787) were enriched in decreasing expression patterns having substantial expression changes (Types 2–8) (Supplementary Table S7).

### 3.4. Testis-Specific Expression of Aging-Related mRNAs and lncRNAs

To investigate the potential effect of aging on the transcriptome related to testis-specific features, such as spermatogenesis, we identified aging-related mRNAs and lncRNAs that are thought to be exclusively expressed in testes. In a previous study, we identified testis-specific mRNAs and lncRNAs from microarray analysis [16]. Using Ensembl Gene IDs, we herein compared aging-related transcripts found in the present study (1571 mRNAs and 715 lncRNAs of types 1–8) with the previously identified testis-specific transcripts. We identified at least 121 mRNAs and 25 lncRNAs as putative testis-specific aging-related transcripts (Supplementary Table S8). 

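The 121 mRNAs of Supplementary Table S8 comprise 82 with a higher and 39 with a lower mean at 18M than at 3M, and the 25 lncRNAs 19 and 6. In the edgeR test of 3M against 18M, 0 of the mRNAs and 0 of the lncRNAs were called, over all transcripts tested and also adjusted over the list alone, and 1 mRNA and 2 lncRNAs passed at an unadjusted p-value of 0.05 or less with a log2 fold change of 1 or more in size (Rps6ka1, and Gm20619 and MSTRG.406.2 of 1700027A15Rik, named after their values were seen). The lists were chosen by the study on these libraries. DESeq2's Wald test called 1 mRNA (Rps6ka1) and 1 lncRNA (MSTRG.406.2).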

For the mRNAs, we used DAVID to perform function-enrichment analysis and predict their functional roles. We obtained information on gene ontology (GO) terms with *p*-value ≤ 0.05, and found that the 121 mRNAs were related to male reproductive components and processes, such as acrosomal vesicle (GO:0001669), male meiosis (GO:0007140), spermatogenesis (GO:0007283), and sperm-egg recognition (GO:0035036) (Supplementary Table S9). To provide more precise information on mRNAs with testis specificity, we cross-checked testis-specific aging-related mRNAs with mouse ENCODE RNA sequencing data (http://genome.ucsc.edu/ENCODE, accessed on 13 October 2021) containing global tissue expression data. With the TissueEnrich tool [31], we narrowed down 121 putative testis-specific mRNAs to 77 mRNAs showing further testis-enriched expression (Supplementary Figure S3). Thus, 4.9% (77 of 1571) of the aging-related mRNAs were predicted to be expressed in a testis-specific manner, suggesting that their expression changes could affect male reproductive functions during aging. 

### 3.5. Potential Features of Aging-Related Transcripts Showing Changes between 3M and 18M

To further investigate the potential functional features of aging-associated transcripts in testes, we selected transcripts that were more stringently related to the terminal stage of aging. Unlike our analysis of transcripts whose expression levels showed continuous increases or decreases across all age groups (Figure 3B,C and Table 2), we focused on transcripts that showed changes only between 3M (youngest age) and 18M (oldest age). These transcripts were chosen using DESeq2 with the criteria of a significant expression change (*p*-value ≤ 0.05 for three biological replicates) and a particular fold-change (log_2_(|Fold change|) ≥ 1) between the 3M and 18M age groups. This strategy selected 46 mRNAs and 34 lncRNAs (Figure 4), 55% of which (44/80) were members of types 2–8 and showed substantial expression changes (Figure 3B,C and Table 2). 

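Of 54472 transcripts tested between 3M and 18M with edgeR's quasi-likelihood test, 59 were called, 23 higher and 36 lower at 18M. DESeq2's Wald test gave 1263 with adjusted p-values, and 3279 with unadjusted p-values of 0.05 or less, the setting that moved the number most. Splits of the same libraries with the ages mixed gave 950 to 1134 DESeq2 calls with adjusted p-values, with a median of 1010. For edgeR these splits gave 6 to 29 calls, with a median of 14. A DESeq2 call, here and for the transcripts named below, is therefore by itself weak evidence of a change with age. edgeR gave 1400 with unadjusted p-values. Continuously changing mRNAs made up 6 of the 59 and listed lncRNAs 3 (MSTRG.8214.2, MSTRG.8214.4 and MSTRG.13974.3, named after their values were seen), against 65 and 32 for DESeq2 with adjusted p-values. Leaving out 1 library gave between 8 (without 18M-3) and 25 (without 3M-2) calls. The largest rises were of MSTRG.13894.6 of Unc13b (chromosome 4, 43176750 to 43264862), from 0 CPM in the 3M mice to 34.2 ± 7.35 CPM (SD, n = 3) at 18M, at least 1907-fold (adjusted p = 0.043), of MSTRG.9238.3 of Safb (chromosome 17, 56584599 to 56606294), to 11.1 ± 1.44 CPM, at least 619-fold, and of Zfp385a (NM_013866, chromosome 15, 103313895 to 103340086), to 8.35 ± 0.751 CPM, at least 465-fold. The largest falls were of MSTRG.20088.12 of Cnot1 (chromosome 8, 95719641 to 95807448), from 507 ± 47.2 CPM to 0, at least 30571-fold (adjusted p = 0.014), of MSTRG.19963.2 of Hook2 (chromosome 8, 84989877 to 85003349), at least 3864-fold, and of MSTRG.21601.4 of Trak1 (chromosome 9, 121277177 to 121474918), from 26.4 ± 4.09 CPM, at least 1594-fold. Each of these genes has several transcripts, and the reads of the whole gene were 59.3 CPM at 3M and 53.9 CPM at 18M for Unc13b, 90.5 and 93.6 for Safb, 131 and 106 for Zfp385a, 564 and 432 for Cnot1, 113 and 125 for Hook2 and 56.8 and 48.1 for Trak1.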

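Of the 46 mRNAs of Table 3, 15 were higher and 31 lower at 18M than at 3M. All 46 had an unadjusted p-value of 0.05 or less and a log2 fold change of 1 or more in size in the edgeR test, and 6 were called with p-values adjusted over all transcripts tested. Adjusted over the list alone, 46 were called, but the study chose the list on these libraries, so this is not independent evidence. DESeq2's Wald test called 44. In 37 of the 46, the gene has several transcripts, and there the median log2 fold change was 2.56 in size for the transcript and 0.09 for the reads summed over the gene. With the 3 transcripts that have a group at 0 reads set at their bound, the median for the transcript was also 2.56. The other 9 are single transcripts of their genes, and the reads of 7 of these genes had a slope on age with an edgeR adjusted p-value of 0.05 or less, against 3 of the 37 (Cyp11a1, Ephx1 and Klk1b21, named after their values were seen). For the 34 lncRNAs, the 21 lncRNAs of Table 4 were used. Of these, 10 rose and 11 fell, edgeR called 2 of 20 tested (MSTRG.8214.2 and MSTRG.8214.4; 17 adjusted over the list alone, which is again not independent) and DESeq2 15.

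**Figure D2:**
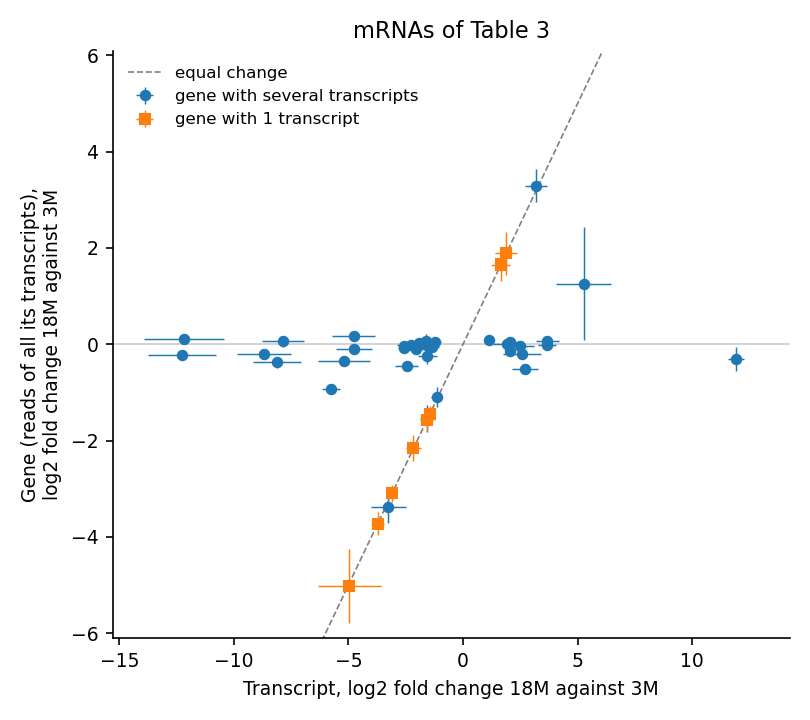
Log2 fold change from 3M to 18M of the 46 mRNAs of Table 3, for the transcript on the horizontal axis and for the reads summed over its gene on the vertical axis, with standard errors from edgeR; blue circles are genes with several transcripts, orange squares genes with 1, and the dashed line marks equal change. The 37 genes with several transcripts have a median change of 0.09 in size on the vertical axis.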

The remaining transcripts (36/80) did not show substantial expression changes between the studied age-group pairs (type 1), but showed significant changes between 3M and 18M.

We investigated the potential functional features of these transcripts (Table 3). For the mRNAs, 71% (33/46) were members of types 2–8 and showed substantial expression changes; in contrast, only 32.4% (11/34) of the lncRNAs were members of these types. 

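From the mean FPKM of each age, 31 of the 46 mRNAs of Table 3 (67.4%) had a substantial change between consecutive ages at a threshold of 1.2. At a threshold of 1, and by the types listed in the supplementary tables, they were 33 (71.7%).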

We constructed a protein–protein interaction (PPI) network of the mRNAs predicted to be strongly associated with testicular aging [23]. Through a STRING-based PPI network analysis, we identified potential hub genes that were predicted to have more than one connection with other aging-related genes (Supplementary Figure S4). Notably, some of these hub genes are known to be involved in male reproduction. For example, progesterone receptor membrane component 1 (*Pgrmc1*) is implicated in the proliferation of male germ cells, as found in a conditional deletion study [32]. 

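The transcript of Pgrmc1 in Table 3 (NM_016783, 1 of 5 transcripts of the gene; chromosome X of mm10, 36598193 to 36606079, 3 exons, 1870 nt) was at 73.7 ± 6.92 CPM (SD, n = 3) at 3M, 55.8 ± 40.5 at 6M, 33.2 ± 28.7 at 12M and 12.5 ± 4.26 at 18M. Its log2 fold change from 3M to 18M was −2.56 (SE 0.29, adjusted p = 0.118 from edgeR's quasi-likelihood test), and with each library left out in turn it stayed between −2.84 and −2.34. It was not called by edgeR, and DESeq2's Wald test called it. At 6M, 1 library held 9.79 CPM and the others 71.4 and 86.1 CPM, and at 12M the libraries held 18.1, 66.2 and 15.2 CPM. The reads of all 5 transcripts together were 73.5 ± 6.75 CPM at 3M and 69.5 ± 5.49 at 18M, a log2 fold change of −0.08.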

Cytochrome P450, family 7, subfamily a, polypeptide 1 (*Cyp17a1*) and cytochrome P450, family 11, subfamily a, polypeptide 1 (*Cyp11a1*) are cytochrome P450 family genes [33]. They encode proteins that are located in the inner mitochondrial membrane and endoplasmic reticulum, respectively, and participate in steroidogenesis. 

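Cyp17a1 (NM_007809, the only transcript of its gene; chromosome 19, 46667165 to 46673000, 8 exons) fell from 152 ± 32.8 CPM (SD, n = 3) at 3M to 128 ± 6.86 at 6M, 80.4 ± 3.15 at 12M and 55.7 ± 6.79 at 18M. Between 3M and 18M its log2 fold change was −1.45 (SE 0.19, adjusted p = 0.169 from edgeR's quasi-likelihood test), between −1.57 and −1.26 with each library left out in turn. The transcript of Cyp11a1 in Table 3 (NM_019779, 1 of 3 transcripts; chromosome 9, 58014952 to 58027031, 9 exons) fell from 67.5 ± 13.1 to 23.0 ± 8.58 CPM, a log2 fold change of −1.56 (SE 0.31, adjusted p = 0.540), and the reads of the whole gene by −1.54. Neither was called by edgeR between 3M and 18M, and DESeq2's Wald test called both. In the test of the slope on age over all 12 libraries, the adjusted p-value of the reads summed per gene was 1.3e-04 for Cyp17a1 and 0.0063 for Cyp11a1. All 3 mice of 18M lay below all 3 of 3M for both genes.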

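The transcript of Klk1b27 (NM_020268, the only transcript of the gene; chromosome 7, 44052290 to 44056711, 5 exons) fell from 11.7 ± 1.07 CPM (SD, n = 3) at 3M to 5.60 ± 2.02 at 6M, 1.89 ± 0.142 at 12M and 0.886 ± 0.272 at 18M. Its log2 fold change from 3M to 18M was −3.73 (SE 0.29, adjusted p = 0.043 from edgeR's quasi-likelihood test). With each library left out in turn, the log2 fold change stayed between −4.00 and −3.57, but the adjusted p-value lay between 0.059 and 0.155, so the call was lost in each of these 6 fits. Its slope on age was −0.25 log2 units per month (SE 0.02, adjusted p = 0.0014). Similar Klk1b genes lie beside it on chromosome 7, and reads could have been split between them.

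**Figure D3:**
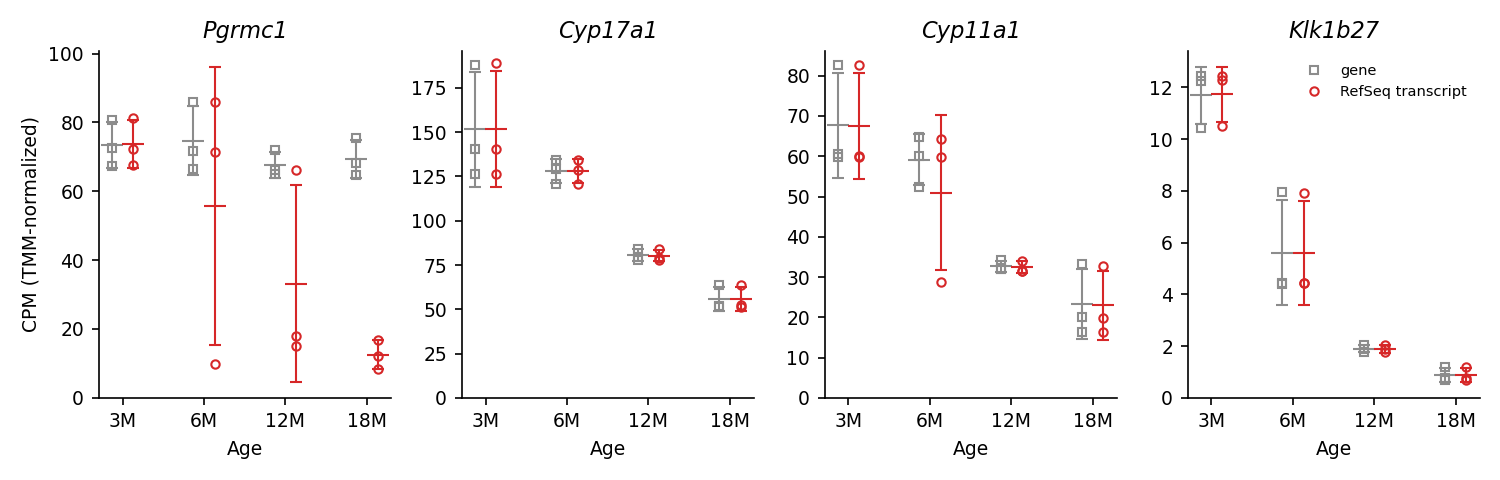
TMM-normalized CPM of Pgrmc1, Cyp17a1, Cyp11a1 and Klk1b27 on the vertical axis by age on the horizontal axis, 1 point per library with mean ± SD; red circles are the transcripts of Table 3 and grey squares the reads summed over the gene. For Pgrmc1 the transcript falls from 73.7 to 12.5 CPM from 3M to 18M while the gene goes from 73.5 to 69.5 CPM, and for the other genes both fall.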

Finally, the expression level of kallikrein 1-related peptidase b27 (*Klk1b27*) is known to be regulated by testosterone in testis [34].

### 3.6. Potential Cis-Regulatory Targets of Aging-Related lncRNAs

Many functional lncRNAs are known to act in a *cis*-regulatory manner. To investigate the potential *cis*-regulatory targets of the 34 aging-related lncRNAs described above (Figure 4), we analyzed nearby genomic regions using Genomic Regions Enrichment of Annotations Tool (GREAT) [24]. This strategy identified 56 protein-coding genes that were located in genomic regions near the identified aging-related lncRNAs, and could thus be potential *cis*-regulatory targets. Indeed, five of these neighboring genes were found to show changes during aging: The mRNA expression levels of four decreased (*Agtpbp1*, *Suds3*, *2410089E03Rik*, and *Tex14*) with age, whereas one increased (*4921509C19Rik*) (Figure 4). 

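Between 3M and 18M, the mRNAs listed for Agtpbp1 (NM_001284218, chromosome 13, 59493404 to 59557347), Suds3 (NM_178622, chromosome 5, 117091678 to 117115993), 2410089E03Rik (NM_001162906, chromosome 15, 8169106 to 8271158) and Tex14 (NM_031386, chromosome 11, 87405065 to 87555823) had log2 fold changes of −0.80 (SE 0.43), −0.72 (SE 0.43), −1.13 (SE 0.65) and −0.30 (SE 0.11). That of 4921509C19Rik (NM_198655, chromosome 2, 151470542 to 151476151) had 0.13 (SE 0.15). The adjusted p-values from edgeR's quasi-likelihood test were 0.923, 0.931, 0.931, 0.911 and 0.987, and none of the 5 was called by edgeR or by DESeq2's Wald test. Tex14 was at 50.6 ± 0.527 CPM (SD, n = 3) at 3M and 41.1 ± 4.68 at 18M, and its 3M and 18M mice did not overlap. For Agtpbp1, Suds3, 2410089E03Rik and 4921509C19Rik the mice of the 2 ages overlapped, and the differences were within the spread between mice. Each of the 5 genes has several transcripts, and the reads summed over the gene gave log2 fold changes of −0.08, −0.12, −0.15, −0.08 and 0.29 in the same order.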

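The lncRNA MSTRG.16010.2 (chromosome 5 of mm10, 116985353 to 117004737, 6 exons, 6652 nt), which lies 86.9 kb from Suds3 and overlaps no gene of the GENCODE annotation, was at 49.5 ± 54.4 CPM (SD, n = 3) at 3M and 2.71 ± 2.29 at 18M, a log2 fold change of −4.19 (SE 1.14, adjusted p = 0.831 from edgeR's quasi-likelihood test). Near 2410089E03Rik, at 79.8 kb, MSTRG.6835.1 (chromosome 15, 8350953 to 8351246, 2 exons, 228 nt) was at 0.331 ± 0.0472 CPM at 3M and 0.102 ± 0.0358 at 18M, a log2 fold change of −1.69 (SE 0.36, adjusted p = 0.618). All of its sequence lies opposite to an exon of Nipbl, and since the library does not keep the strand its reads may be from Nipbl. In the deposited assemblies, MSTRG.3392.3 (chromosome 11, 87440246 to 87443108, 2 exons, 913 nt) lies within Tex14 on the opposite strand, without overlap with its exons, and was at 1.67 ± 1.19 CPM at 3M and 0.118 ± 0.0944 at 18M, a log2 fold change of −3.82 (SE 0.95, adjusted p = 0.784). For all 3 lncRNAs every mouse of 18M lay below every mouse of 3M. edgeR called none of them. DESeq2's Wald test called all 3, but it also made 950 to 1134 calls in splits of the 3M and 18M libraries with the ages mixed. With the reads of all transcripts of a locus summed, the log2 fold change was −0.17 for MSTRG.16010.2, 1 of 9 transcripts. For MSTRG.3392.3, 1 of 3 transcripts, it was −1.27, and MSTRG.6835.1 is the only transcript of its locus.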

LncRNAs for three mRNAs (*Suds3*, *2410089E03Rik* and *Tex14*) also showed decreases in level during aging. In contrast, the expression pattern (increase or decrease in level) of lncRNAs for the other two mRNAs (*Agtpbp1* and *4921509C19Rik*) was opposite to that of the mRNAs. 

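In the deposited assemblies, MSTRG.5357.6 (4 exons, 942 nt) lies on chromosome 13 at 59071205 to 59084250, 409 kb from Agtpbp1, beside which Table 4 sets it. It lies within Ntrk2 on the opposite strand, where 27.2% of its sequence is shared with exons of the antisense gene 4930415C11Rik, and rose from 0.0371 ± 0.0381 CPM (SD, n = 3) at 3M to 2.56 ± 2.49 at 18M (log2 fold change 6.04, SE 1.35, adjusted p = 0.656 from edgeR's quasi-likelihood test). MSTRG.12108.2 (chromosome 2, 151088381 to 151472250, 2 exons, 200 nt) overlaps 4921509C19Rik, with 50.0% of its sequence opposite to an exon of that gene and 50.0% opposite to an exon of Gm14151. The 3M libraries held 87 of its reads and the 18M libraries 3, a ratio of 31.4 (95% exact interval 10.4 to 155, counting error only), and its adjusted p-value was 0.344. The mice of 3M and 18M did not overlap for either lncRNA. edgeR called neither, and DESeq2's Wald test called both. With the reads of all transcripts of a locus summed, the log2 fold change was 0.47 for MSTRG.5357.6, 1 of 4 transcripts. For MSTRG.12108.2, 1 of 12 transcripts, it was −0.10. Of the 14 genes and lncRNAs named in sections 3.5 and 3.6, edgeR called 1 over all transcripts tested, Klk1b27, and 9 with p-values adjusted over these 14 alone, which is not independent evidence, since the study chose them on these libraries. Overlapping and antisense transcripts share reads in a library without strand, so these values are uncertain.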

We also examined the testis expression of the neighboring genes using the ENCODE database, and found that 21 of them are known to be expressed in testes (Table 4). Of these testicular genes, 13 exhibit testis-predominant (6 genes) or -specific (7 genes) expression. Finally, we performed functional enrichment tests with the potential testis-specific and -predominant *cis*-regulatory target genes. We found that three of the genes were related to the GO terms of cellular response to hormone stimulus (GO:0032870: *4921509C19Rik*, and *Gm14717*) and protein phosphorylation (GO:0006468: *4921509C19Rik*, *Gm14717*, and *Tex14*).

## 4. Discussion

In the present study, we comprehensively investigated transcriptional changes associated with biological aging in adult mouse testis. In previous reports, sperm parameters and the morphology of testicular somatic cells were analyzed in consecutive age groups of various mammalian species, including humans [1,2,3,4,19], canines [21], and murine species [17]. Further studies investigated aging-related testicular changes in the context of epigenetic modification and gene expression [18,20]. Here, we used total RNA sequencing to reveal the profiles of transcripts, including both mRNAs and lncRNAs, in mouse testes of multiple age groups (3M, 6M, 12M, and 18M). We identified a total of 31,386 mRNAs and 9387 lncRNAs in the testes. Notably, the number of testicular lncRNAs identified by our total RNA sequencing analysis is similar to those found previously using microarray analysis (8265~14,256 lncRNAs) and single-cell RNA sequencing analysis (9431 lncRNAs) in mouse testes [16,35,36,37]. Nonetheless, library preparation with TruSeq RNA Library Prep Kit v2, which is non-stranded, limited our analysis in identifying antisense RNAs exhaustibly. Further study using stranded RNA library may extend our profiling of antisense lncRNAs. Importantly, we newly identified 1571 mRNAs and 715 lncRNAs associated with testicular aging in mice (Figure 1 and Figure 2).

Our genome-level analysis revealed that the total transcripts and lncRNAs expressed from the Y chromosome increased slightly during testicular aging (Figure 2). It was previously reported that histone modifications were altered on the peri-chromocenter, predicted to be putative sex chromosomes, of aged human spermatogenic cells [20]. It is possible that the observed increase in lncRNAs reflects transcriptional noise derived from cellular senescence [30,38]. Further studies are warranted to examine aging-related transcriptional changes at the chromosome level.

We investigated the expression patterns of the aging-associated transcripts (1571 mRNAs and 715 lncRNAs) in depth, seeking to elucidate the age(s) at which major transcriptional changes occur in the testis. The degree of differential gene expression during aging in mice has been found to vary by tissue type [39]. Here, we observed that the majority of aging-associated genes in testes showed only slight changes between the age groups. It should be noted that these changes were not statistically significant. Thus, the expression changes could be artefacts due to differences among animals and/or deviation between RNA sequencing analyses. Alternatively, this may represent the nature of aging that shows gradual and slight expression changes hard to detect experimentally. To confirm the gene expression changes observed in this study requires further investigation. In this regard, gene expression analysis of specific testicular cell types, instead of whole testes, is necessary, since cell-type specific expression differences may be hidden. Previously, gene expression analysis of spermatocytes in rats during aging revealed alteration of genes related to cell adhesion [40].

The analyses showing larger (herein termed “substantial”) changes tended to be found in the 3M–6M and 12M–18M groups (Table 2). This is in line with previous reports that the largest numbers of expression-altered genes were observed during periods considered middle-to-old age (12M–18M) in gonadal adipose tissue (GAT) and subcutaneous adipose tissue (SCAT) in mice [30]. Perhaps gene expression alterations that emerge from middle age could affect testicular function in late life. Transcriptional analysis of an age group older than 18M might be necessary to explore this possibility.

Testis-specific genes play important roles in male reproduction [5,6,16]. Interestingly, the testis contains the largest number of tissue-specific mRNAs and lncRNAs. We recently reported that the testis-specific lncRNA, *Teshl*, promotes the expression of genes on the Y chromosome and thereby regulates the offspring sex ratio in mice [17]. In the present study, we identified 121 mRNAs and 25 lncRNAs as being testis-specific aging-related transcripts. Function-enrichment analysis of these mRNAs revealed that some are related to male reproductive functions. Regarding the potential *cis*-regulatory targets of aging-related lncRNAs, one of the candidates is *Tex14*. This gene is required for intercellular bridge formation in spermatogenic cells and essential for male mouse fertility [41]. The observed decrease in level of *Tex14* in our analysis suggests a possible link of the gene to abnormal spermatogenesis during testicular aging. Another interesting novel candidate is 4921509C19Rik, which showed an increase in expression level during testicular aging. This gene has been predicted to play a role in sperm motility (https://www.uniprot.org/uniprot/Q8C0X8, accessed on 13 October 2021). It should be noted that search of potential *cis*-regulatory targets was performed with mild criteria (1 Mb distance), requiring further investigation for *cis*-regulatory relationship. These testis-specific aging-related transcripts could be causative genes for aging and/or reflect male reproductive dysfunction due to testicular aging.

The decline of male reproductive hormone levels is a main cause of andropause, and aging in mammals is associated with a decrease in the testosterone level [2,4,19]. Here, we observed aging-related expression changes of genes related to steroid hormone synthesis and reactions, such as *Cyp17a1*, *Cyp11a1*, and *Klk1b27* [33,34]. In the context of male reproductive aging, altered hormonal regulation is likely to affect the intrinsic regulation of gene expression in male germ cells.

Notably, most of the gene expression changes observed herein during testicular aging were slight and gradual. The majority of identified transcripts were members of type 1, showing small changes in expression level between the age groups. This is consistent with the gradual, physiological dysfunction seen in andropause, which contrasts with the more abrupt alterations seen during female menopause. The nature of aging appears to involve transcriptional changes of small proportions of genes, as shown in human kidney [42], human brain [43,44], monkey skeletal muscle [45] (~4%), fruit fly heart (~3%), human Achilles tendon [46], human retina [47,48], rodent brain [49], rodent skeletal muscle [50], rodent liver [51], and rodent heart (≤2%) [39,50,52,53]. In the present study, the aging-related testicular transcripts accounted for 5.6% (2292) of the total identified transcripts (40,773). These observations suggest that the transcriptional landscape of aging should be elucidated in a sophisticated and precise way. In this regard, it could be important to investigate a possibility that some gene expression changes observed during aging are attributable to changes in cellular composition. In fact, a recent study showed that aging could affect differentiation of mouse SSCs, resulting in transcriptomic alterations [54].

In conclusion, we herein analyzed the transcriptional changes of mRNAs and lncRNAs during mouse testicular aging, and provide a comprehensive profile of the aging-associated transcripts. Most of the identified transcripts showed modest and gradual transcriptional changes. We classified the aging-related testicular transcripts into eight types based on their expression patterns. Further analyses provided additional insights, including potential features of aging-related mRNAs and potential *cis*-regulatory targets of aging-related lncRNAs. The present findings improve our understanding of the molecular mechanisms underlying testicular dysfunction in aging and should facilitate future investigations into the transcriptional signature of male reproductive aging.

## Figures and Tables

**Figure 1:**
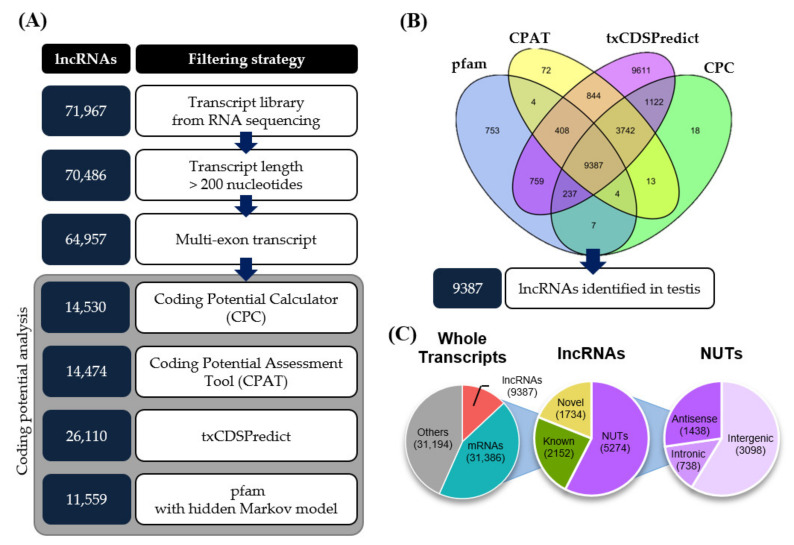
Pipeline for identifying testis-expressed lncRNAs from total RNA sequencing data by in silico analysis. (**A**) Filtering strategy for identifying lncRNAs from total RNA sequencing data. (**B**) Intersection of coding potential analysis tools (CPC, CPAT, txCDSPredict, and pfam with hidden Markov model). (**C**) Genome-wide composition of transcripts identified in aged mouse testis using the following class codes from CuffCompare. “Others” represents ncRNAs with single-exon sequences and sequences shorter than 200 nt.

**Figure 2:**
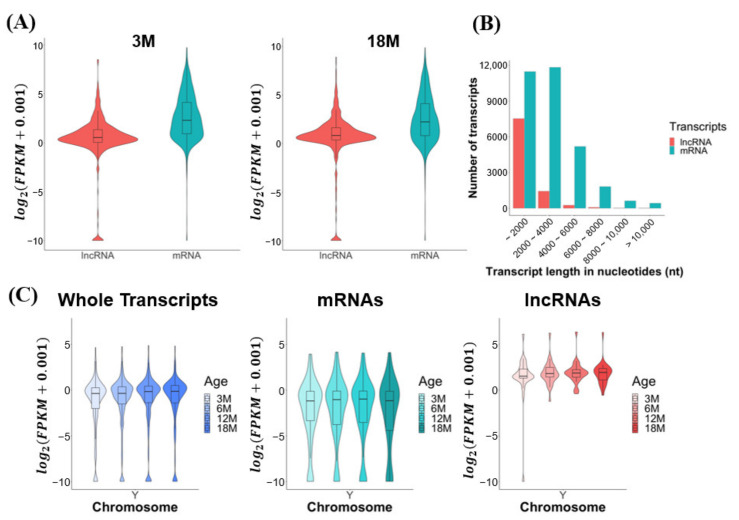
Transcriptomic features of mouse testes during aging. The data were obtained from total RNA sequencing. (**A**) Global expression level distribution of lncRNAs and mRNAs in the 3M and 18M mouse age groups. (**B**) Length distributions of lncRNAs and mRNAs. (**C**) Global expression level distributions of whole transcripts, mRNAs, and lncRNAs for the Y chromosome. Expression levels are presented as log2(FPKM + 0.001).

**Figure 3:**
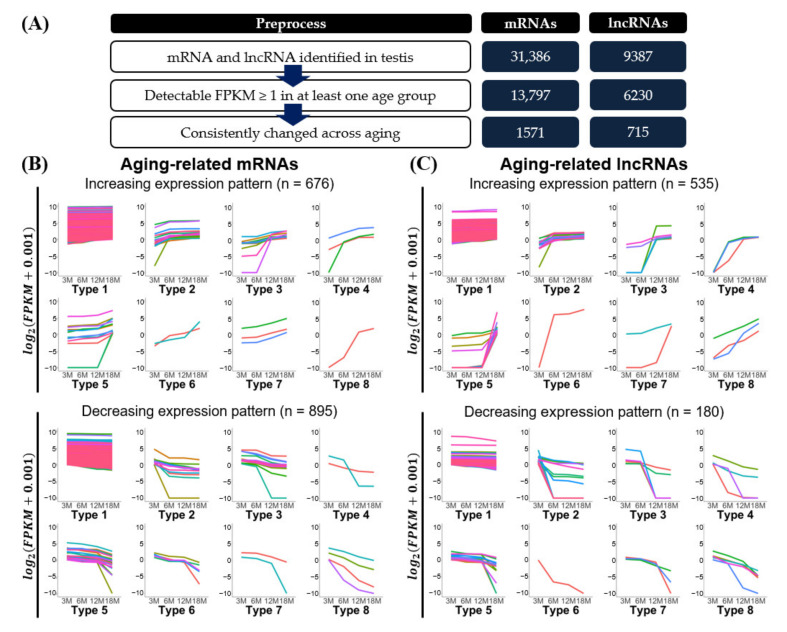
Expression change patterns of aging-related transcripts. (**A**) Preprocessing of identified mRNAs and lncRNAs was used to classify expression patterns. Expression change patterns of aging-related (**B**) mRNAs and (**C**) lncRNAs are described in line plots. Discrete colored lines represent each transcript. Expression levels are presented as log_2_(FPKM + 0.001). Expression patterns were classified into eight different types. Details of the expression pattern classification are shown in Table 2 and Supplementary Tables S2–S5.

**Figure 4:**
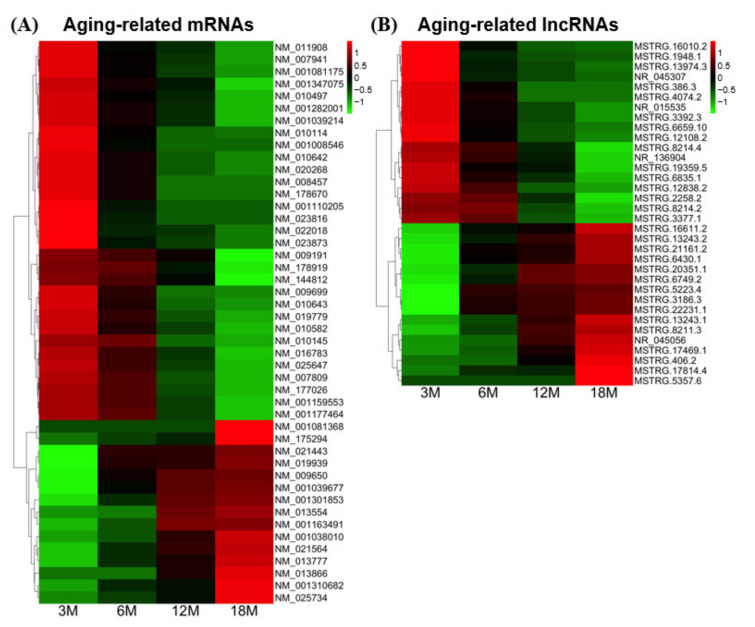
Heatmap showing the relative expression levels of the 46 significant aging-related mRNAs (**A**) and 34 significant aging-related lncRNAs (**B**) that exhibited differential expression in the four age groups. Red and green colors indicate higher and lower expression levels, respectively. Transcript IDs are presented on the right.

**Table 1:** Raw data summary for total RNA sequencing of mouse testis from different age groups.

Samples	Total Reads	Total Read Bases ^1^	Q20(%) ^2^	Q30(%) ^3^
3M-1	67,091,602	6,776,251,802	98.6	96.17
3M-2	73,106,236	7,383,729,836	98.5	95.93
3M-3	73,869,148	7,460,783,948	98.63	96.24
6M-1	66,020,784	6,668,099,184	98.48	95.75
6M-2	65,090,562	6,574,146,762	98.56	96.09
6M-3	71,624,278	7,234,052,078	98.59	96.15
12M-1	75,862,548	7,662,117,348	98.67	96.27
12M-2	69,647,216	7,034,368,816	98.62	96.16
12M-3	79,299,106	8,009,209,706	98.62	96.18
18M-1	72,565,298	7,329,095,098	98.47	95.89
18M-2	67,057,420	6,772,799,420	98.67	96.27
18M-3	90,942,020	9,185,144,020	98.35	95.33

^1^ Total read bases: the number of bases sequenced in RNA sequencing, which was derived by the total reads × read length. ^2^ Q20: the ratio of bases having a Phred Quality score over 20. ^3^ Q30: the ratio of bases having a Phred Quality score over 30.

**Table 2:** Summary of aging-related transcript expression pattern in mouse testes.

	Type	Substantial Expression Change ^1^			mRNAs ^2^	lncRNAs ^2^	Total ^2^
		3M to 6M	6M to 12M	12M to 18M			
Increased	1				629	481	1110
	2	+			17	17	34
	3		+		9	7	16
	4	+	+		3	3	6
	5			+	12	21	33
	6	+		+	2	1	3
	7		+	+	3	2	5
	8	+	+	+	1	3	4
Decreased	1				834	123	957
	2	+			11	24	35
	3		+		13	5	18
	4	+	+		2	4	6
	5			+	24	14	38
	6	+		+	5	1	6
	7		+	+	2	3	5
	8	+	+	+	4	6	10
Total					1571	715	2286

^1^ The “+” mark represents a substantial expression change between age groups. ^2^ The numbers of aging-related mRNAs, lncRNAs, and total transcripts are indicated.

**Table 3:** Expression changes and classified patterns of aging-related mRNAs.

Transcript ID	Gene Symbol	Average FPKM				3M–18M*p*-Value ^1^	Expression Pattern	
		3M	6M	12M	18M		Inc/Dec ^2^	Type
NM_001110205	*Acvr1*	1.16	0.26	0.01	0.00	8.98 × 10^−58^	Decreased	8
NM_010114	*Klk1b22*	4.36	1.63	0.33	0.14	4.52 × 10^−4^	Decreased	8
NM_013866	*Zfp385a*	0.00	0.01	1.59	3.40	4.12 × 10^−6^	Increased	8
NM_020268	*Klk1b27*	12.33	5.92	1.98	0.93	3.96 × 10^−56^	Decreased	8
NM_177026	*Tmcc3*	1.81	1.39	0.51	0.00	4.62 × 10^−7^	Decreased	7
NM_001081175	*Itpkb*	2.85	1.23	0.62	0.01	1.70 × 10^−77^	Decreased	6
NM_022018	*Fam129a*	3.36	0.92	0.75	0.09	7.93 × 10^−6^	Decreased	6
NM_025734	*Kcng4*	0.09	0.77	1.28	3.50	6.89 × 10^−5^	Increased	6
NM_001039214	*Mex3c*	12.72	7.02	4.52	0.46	1.13 × 10^−7^	Decreased	5
NM_001081368	*Tbccd1*	0.15	0.15	0.16	1.01	3.88 × 10^−7^	Increased	5
NM_001282001	*Rbl2*	1.92	1.02	0.62	0.00	9.08 × 10^−5^	Decreased	5
NM_001347075	*Xpnpep3*	2.60	1.48	1.13	0.05	8.90 × 10^−72^	Decreased	5
NM_009191	*Clpb*	10.02	8.83	7.53	2.69	3.70 × 10^−4^	Decreased	5
NM_010497	*Idh1*	5.08	2.89	2.34	0.92	4.03 × 10^−7^	Decreased	5
NM_016783	*Pgrmc1*	36.82	28.19	16.46	6.24	1.74 × 10^−20^	Decreased	5
NM_025647	*Cmpk1*	5.82	4.32	2.46	0.99	6.39 × 10^−117^	Decreased	5
NM_144812	*Tnrc6b*	1.15	1.02	0.70	0.04	2.51 × 10^−10^	Decreased	5
NM_175294	*Nucks1*	0.24	0.40	0.50	1.37	3.43 × 10^−5^	Increased	5
NM_178919	*Lmf2*	8.59	8.09	5.64	2.06	1.52 × 10^−3^	Decreased	5
NM_001163491	*Sema4a*	0.12	0.49	1.49	1.55	5.96 × 10^−17^	Increased	4
NM_008457	*Klk1b8*	6.27	2.70	0.01	0.01	9.23 × 10^−11^	Decreased	4
NM_001038010	*Kat2a*	0.62	1.18	2.49	3.72	1.12 × 10^−3^	Increased	3
NM_009699	*Aqp2*	2.79	1.82	0.76	0.62	3.70 × 10^−10^	Decreased	3
NM_010642	*Klk1b21*	16.36	8.22	3.01	1.72	4.60 × 10^−6^	Decreased	3
NM_010643	*Klk1b24*	16.44	9.93	3.53	1.92	6.06 × 10^−48^	Decreased	3
NM_013554	*Hoxd10*	0.50	0.57	1.45	1.59	5.51 × 10^−5^	Increased	3
NM_001039677	*Slc30a2*	1.37	4.14	5.35	5.77	2.19 × 10^−87^	Increased	2
NM_001301853	*Stk11*	0.24	1.54	2.87	3.15	1.90 × 10^−20^	Increased	2
NM_019939	*Mpp6*	11.41	37.46	39.21	46.83	4.51 × 10^−11^	Increased	2
NM_021443	*Ccl8*	0.72	2.28	2.32	2.70	4.32 × 10^−4^	Increased	2
NM_021564	*Fetub*	0.40	1.59	2.61	3.71	1.63 × 10^−12^	Increased	2
NM_023816	*Ankrd36*	2.21	0.82	0.47	0.45	1.31 × 10^−4^	Decreased	2
NM_023873	*Cep70*	1.59	0.75	0.58	0.41	1.87 × 10^−4^	Decreased	2
NM_001008546	*Tardbp*	1.29	0.69	0.44	0.42	2.37 × 10^−5^	Decreased	1
NM_001159553	*H13*	1.62	1.37	0.90	0.53	5.98 × 10^−12^	Decreased	1
NM_001177464	*Zfp516*	1.43	1.26	0.86	0.57	7.70 × 10^−7^	Decreased	1
NM_001310682	*Prkcd*	0.66	1.20	1.36	2.52	1.22 × 10^−3^	Increased	1
NM_007809	*Cyp17a1*	77.11	65.52	40.81	28.29	1.12 × 10^−15^	Decreased	1
NM_007941	*Stx2*	8.06	5.07	4.08	2.82	2.63 × 10^−4^	Decreased	1
NM_009650	*Akap3*	148.84	274.92	318.80	330.13	1.21 × 10^−8^	Increased	1
NM_010145	*Ephx1*	32.38	30.42	17.68	14.66	2.59 × 10^−7^	Decreased	1
NM_010582	*Itih2*	3.83	2.76	1.97	1.27	8.63 × 10^−10^	Decreased	1
NM_011908	*Ubl3*	39.60	26.48	23.20	16.98	4.78 × 10^−6^	Decreased	1
NM_013777	*Akr1c12*	0.74	1.29	1.67	2.36	7.77 × 10^−21^	Increased	1
NM_019779	*Cyp11a1*	34.14	25.92	16.40	11.67	2.39 × 10^−7^	Decreased	1
NM_178670	*8030462N17Rik*	1.49	0.94	0.52	0.51	2.31 × 10^−4^	Decreased	1

^1^ 3M–18M *p*-value: *p*-value calculated by DESeq2 for the 3M vs. 18M age groups. ^2^ Inc/Dec: increased or decreased expression pattern.

**Table 4:** Testis-expressed potential *cis*-regulatory targets of aging-related lncRNAs identified by GREAT analysis.

Transcript ID	Transcript Locus	Nearby Gene	Nearby Gene Expression in Testis ^1^
MSTRG.2258.2	chr10:119413444–119453556	*Grip1*	testis predominant
MSTRG.6835.1	chr15:8350953–8351246	*Nipbl*	testis, brain
		*2410089E03Rik*	testis, CNS
MSTRG.3377.1	chr11:86811784–86816370	*Dhx40*	testis, bladder, CNS
MSTRG.12838.2	chr3:55055180–55084491	*Ccna1*	testis specific
MSTRG.1948.1	chr10:81383909–81395392	*Smim24*	testis, intestine
MSTRG.8214.2	chr16:59636945–59672993	*Arl6*	testis, CNS
MSTRG.8214.4	chr16:59636956–59672993		
NR_045307	chr19:45726555–45730558	*Npm3*	testis predominant
MSTRG.12108.2	chr2:151088381–151472250	*Gm14147*	testis specific
		*4921509C19Rik*	testis specific
MSTRG.406.2	chr1:73015899–73025507	*Tnp1*	testis specific
MSTRG.13243.2	chr3:100417896–100420833	*Fam46c*	testis specific
MSTRG.13243.1	chr3:100417891–100421080		
MSTRG.17469.1	chr6:125803352–125812378	*Ano2*	testis specific
MSTRG.21161.2	chr9:77357336–77363418	*Lrrc1*	testis predominant
MSTRG.22231.1	chrX:123448948–123456209	*Cldn34c2*	testis predominant
MSTRG.5223.4	chr13:49973191–49977078	*Gm906*	testis, kidney
MSTRG.3186.3	chr11:75588273–75594790	*Inpp5k*	testis, lung
MSTRG.6430.1	chr14:61648326–61668174	*Kcnrg*	testis predominant
MSTRG.16010.2	chr5:116985353–117004737	*Suds3*	testis, colon, ovary
MSTRG.3392.3	chr11:87405065–87555823	*Tex14*	testis specific
MSTRG.5357.6	chr13:59493404–59557347	*Agtpbp1*	testis predominant

^1^ Expression in mouse tissues was confirmed by reference to the mouse ENCODE project.

## Data Availability

The data presented in this study are openly available in Gene Expression Omnibus (GEO) database, at the National Center for Biotechnology Information (NCBI) under GEO accession number GSE175633.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10112895/s1: Figure S1. Global expression level distribution of whole transcripts, mRNAs and lncRNA in whole chromosomes. Expression levels are presented as log2(FPKM + 0.001); Figure S2. PCA plot between samples by DESeq2. (A) Aging-related mRNAs. (B) Aging-related lncRNAs; Figure S3. Tissue expression of 77 testis-enriched genes identified among testis-specific aging-related mRNAs by TissueEnrich, with mouse ENCODE expression data (BioProject, PRJNA66167); Figure S4. Protein-protein (PPI) network constructed by STRING database. Width of edge indicates the number of interactions detected in STRING and the color of each node presents each protein; Table S1. Aging-related mRNAs and lncRNAs showed a continuous increase or decrease from 3M to 18M. Class codes were identified with Cuffcompare (http://cole-trapnell-lab.github.io/cufflinks/cuffcompare/, accessed on 1 June 2020): known (class code ‘=’), novel (class code ‘j’), intergenic (class code ‘u’), intronic (class code ‘i’), and antisense (class code ‘x’); Table S2. Increasing mRNAs in classified expression patterns; Table S3. Decreasing mRNAs in classified expression pattern; Table S4. Increasing lncRNAs in classified expression patterns; Table S5. Decreasing lncRNAs in classified expression patterns; Table S6. Functional enrichment of mRNAs classified as increasing expression patterns. Gene ontology (GO) IDs and terms with *p*-value ≤ 0.05 and annotated ratio ≥ 5% are described. Category indicates GO aspects: molecular function (MF), cellular compartment (CC), and biological process (BP). GO enrichment data that do not satisfy criteria were omitted; Table S7. Functional enrichment of mRNAs as classified decreasing expression patterns. GO IDs and terms with *p*-value ≤ 0.05 and annotated ratio ≥ 5% are shown. Category indicates GO aspects; molecular function (MF), cellular compartment (CC), biological process (BP). GO enrichment data that do not satisfy criteria were omitted; Table S8. Putative testis-specific aging-related mRNAs and lncRNAs; Table S9. Functional enrichment of putative testis-specific aging-related mRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

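RNA from the testes of C57BL/6 mice was sequenced in 12 libraries, 3 at each of the ages 3, 6, 12 and 18 months (3M, 6M, 12M and 18M). Each library was mapped to its age and replicate number by its label, and each replicate was taken to be 1 mouse. Total RNA was depleted of ribosomal RNA, and the libraries were paired-end and without strand information. The authors aligned the reads with HISAT2 to mm10 and assembled, merged and quantified transcripts with StringTie 1.3.3b. They deposited a table of transcripts with a read count and an FPKM per library, and the assembled transcripts of each library. The deposited counts are estimated counts: mean coverage times length over read length, rounded up to whole numbers by the authors, and they were used without further rounding. The deposited FPKM values are scaled by transcript length and mapped fragments, with no normalization between libraries by the authors, and equal the FPKM in the assembled transcripts of each library. Transcript lengths, exons and coordinates were taken from the authors' assemblies, on mm10, and set beside the GENCODE vM21 annotation of the same build.

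mRNAs were the transcripts with a RefSeq NM_ identifier. For statements about all lncRNAs, candidates were multi-exon transcripts of more than 200 nt with an NR_ identifier or of class i, u or x. The coding-potential tools of the study were not run. For statements about the aging-related lncRNAs, the transcripts listed in Supplementary Tables S4 and S5 were used. Supplementary Table S1 was held only in part and not used here, and the lists were taken from Supplementary Tables S2 to S5. The lncRNAs changed between 3M and 18M were taken from Table 4. Continuous change means that the mean FPKM of the 3 mice rose, or fell, at each step between ages in transcripts with a mean FPKM of 1 or more in at least 1 age. Fold changes of means used the study's pseudocount of 0.001, and a substantial change was a log2 ratio of 1.2 or more in size. Means over chromosomes used log2(FPKM + 0.001) and a two-sided exact permutation test between 3M and 18M.

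Counts were tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F-test, TMM normalization, filterByExpr and Benjamini-Hochberg adjustment over all transcripts tested), with only the libraries of both ages in a pairwise fit and all 12 in the test of the slope on age in months. Calls needed an adjusted p-value of 0.05 or less and, between ages, a log2 fold change of 1 or more in size. DESeq2 1.42.0 was the alternative test; transcripts whose adjusted p-value it left empty were not counted as called. Standard errors and CPM come from the same normalization. Cell type marker lists were tested on the reads summed per gene with camera in limma 3.58.1, with a correlation between genes of 0.01, on voom values. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 served for the other steps, with a random seed of 20210. Ratios against 1 to 3 reads have exact 95% intervals that cover counting error only, and folds against a group at 0 reads are lower bounds against 3 reads.

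The tests were tried on simulated counts with 200 changed features. At 1 common dispersion for all transcripts, that of the comparison of 3M with 18M, edgeR called 0% of 4-fold and 95.0% of 64-fold changes among 53659 and 53686 transcripts, with 0 and 5 false calls, while DESeq2 called 8.5% and 99.5% among 54472 transcripts with 60 and 119 false calls. With reads summed per gene, at the lower dispersion of gene sums, edgeR called all 200 4-fold changes among 24725 genes with 7 false calls. In the test of the slope, edgeR called 0% of the 4-fold and 99.5% of the 64-fold changes in transcripts and all 200 4-fold changes in 25301 genes, with 5 false calls. With each transcript's own dispersion in place of the common one, edgeR called 0% of the 4-fold changes between 3M and 18M among 52665 transcripts with 0 false calls, DESeq2 37.0% with 433, and edgeR 23.5% in the test of the slope among 57130 with 4. The 64-fold changes and the own dispersions were added after the other results were seen.

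Before the data were examined, the tests, the groups in each fit, the alternatives and the rule for naming transcripts were fixed. Named are the genes and neighboring lncRNAs that sections 3.5 and 3.6 of the paper give with a direction or a function, and from each test the 3 called transcripts with the largest rise and the 3 with the largest fall, at a mean of 1 CPM or more and with no overlap between the ages. The values of 1 of these transcripts are not reported. The alternatives were other normalizations (library size only, the size factors of DESeq2), other filters, DESeq2, unadjusted p-values, all 12 libraries in a fit, the mouse number as a block, reads summed per gene, other pseudocounts (0.1 and 1), FPKM minimums (0.5 and 2), medians in place of means, a threshold of 1 for a substantial change, TMM-normalized values, and each library left out in turn. Chosen after seeing the data were ties between means, robust dispersions, DESeq2 on reads summed per gene, the alternatives for the test of the slope per gene, all listed transcripts with equal means included, the quotient of mean log2 values, and the minimum FPKM in every mouse of an age for the types. The depth of 50924104 to 71803379 reads per library sets the counting error of abundant transcripts far below the difference between mice, and leaves transcripts with a few reads to their counting intervals. Gene ontology terms, protein interactions, tissue data from other studies and the search for neighboring genes were not analysed here.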

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

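The tests of reads moving between transcripts outside the paper's lists, and of shuffled ages for genes with a slope on age, were chosen only after the results were seen, as were the alternatives of the slope test per gene.

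Of the 59 transcripts called between 3M and 18M, 50 are not among the continuously changing transcripts that the paper lists and discusses. They stood out as a signal in transcripts that the paper does not report. The real split of the 6 libraries gave more calls than any other: 1 of 10 splits gave 59, and the others 6 to 29 with a median of 14, but 10 splits cannot give a share under 0.1, so a grouping by chance cannot be told apart from an effect of age by this count. A technical candidate explanation is that reads moved between transcripts of a gene in the assembler's estimate. Of the 50, 48 belong to genes with several transcripts, and the median ratio of the gene's change in CPM to the transcript's was 0.22, with 3 of the genes changed by a log2 fold change of 1 or more (those of MSTRG.8638.2, Cd36 and Gm20605, named after their values were seen). The transcripts were chosen for their change, so the test cannot decide, and a switch between splice forms with age would give the same ratio. Both stay open, and the effect of age itself was not tested apart from them. With all libraries but 18M-3, 8 transcripts were called in all.

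With reads summed per gene, 43 genes and loci had a slope on age with an edgeR adjusted p-value of 0.05 or less, and 23 of them have no transcript in the paper's lists. They stood out as a signal in genes that the paper does not report. Shuffled ages gave at most 2 genes, and 1 of 100 groupings, the true one, gave 43, which argues against a grouping by chance. A difference in depth between ages is also argued against: after every library was thinned to the shallowest, 14 of the 23 were still called, and with library size alone as normalization 19 of the 23. All 43 kept their direction in each of the fits tried: library size only, thinned, DESeq2, the block and each library left out. How many genes pass depends on single mice: without 18M-3, 13 genes were called, 4 of the 23 among them, and without 18M-1 114, with 18 of the 23. Named after their values were seen, the 23 include Ggt5, Ass1, Cyp26b1 and Ece1, which fell, and 3 loci of the Y chromosome, which rose. A shift in the share of cell types with age and a change within cells are open hypotheses that these counts do not separate.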

How the results depend on the processing

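Robust dispersions, DESeq2 on reads summed per gene, ties between means, all listed transcripts with equal means included, the quotient of mean log2 values, the minimum FPKM in every mouse for the types, the simulations with each transcript's own dispersion and with 64-fold changes, and the alternatives of the slope test per gene were chosen only after the results were seen. Apart from single transcripts, 225 values kept within the spread between mice, or counts within 1.5 times, of the reported ones and 120 moved; the cause was not tested unless stated.

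The ratio of mRNAs to lncRNA candidates was 0.695 at 3M and 0.594 at 18M from mean log2 values, 6.16 and 5.89 with transcripts at FPKM 1 or more, and 4.21 and 4.00 with the NR_ transcripts added. The quotient of the mean log2 values was 1.31 and 1.49; both means lie below 0, so a quotient above 1 goes with a lower mean of the mRNAs. The number of continuously changing mRNAs stayed within 1.5 times of 1561 in each alternative, and that of lncRNA candidates in all but a minimum FPKM of 2, which gave 374 from fewer transcripts. The share of mRNAs of type 1 was 93.3% with a minimum FPKM of 0.5, 96.7% with FPKM 1 or more in every mouse of an age, 93.1% over all 1571 listed mRNAs at a threshold of 1, 92.0% with medians, 98.5% with a pseudocount of 1 and 93.5% at a threshold of 1, and 92.9% to 95.3% without 1 library. For listed lncRNAs it was 86.3% over all 715, equal means included, 84.5% of these at a threshold of 1, 98.1% with a pseudocount of 1, 96.5% with FPKM 1 or more in every mouse of an age and 89.1% to 92.4% without 1 library. Transcripts with a substantial change in 1 comparison fell to 35 with a pseudocount of 1 and to 53 with FPKM 1 or more in every mouse of an age, and over all listed entries they were 174 at a threshold of 1. Those with several fell to 12 with FPKM 1 or more in every mouse of an age, 18 with a minimum FPKM of 2, 18 with a pseudocount of 0.1 and 2 with a pseudocount of 1. A larger pseudocount shrinks log2 ratios of low transcripts by its construction. The Y chromosome differences kept their direction in each alternative.

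The test moved the counts of called transcripts most. Between 3M and 18M, in place of 59, there were 1400 with unadjusted p-values, 1263 with DESeq2, 3279 with DESeq2 and unadjusted p-values, 22 without a filter, 18 with all 12 libraries in the fit and 13 with reads summed per gene; 8 (without 18M-3) to 25 (without 3M-2) were called without 1 library. Of the continuously changing mRNAs, in place of 6, 83 passed with unadjusted p-values, 65 with DESeq2, 123 with both, 1 without a filter, 19 with DESeq2 on gene sums and 0 (without 3M-2, among others; 86 at unadjusted p) to 3 (without 3M-1) without 1 library. Of the listed lncRNAs, in place of 3, 35 passed with unadjusted p-values, 32 with DESeq2, 53 with both, 5 with DESeq2 on gene sums, 0 with all 12 libraries (41 at unadjusted p) and 0 (without 3M-1, among others; 50 at unadjusted p) to 1 (without 18M-3) without 1 library.

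Between 3M and 6M, in place of 28, there were 1373 with unadjusted p-values, 1123 with DESeq2, 3242 with both, 3 with all 12 libraries, 14 with gene sums and 13 to 44 without 1 library (3M-1 and 3M-2). Between 6M and 12M, in place of 11, there were 1441, 1230 and 3433 by the same settings, and 0 (without 6M-1, among others; 1831 at unadjusted p) to 22 (without 12M-1). Between 12M and 18M, in place of 11, there were 1187, 713 and 2621, 6 without a filter, 6 with all 12 libraries, 5 with gene sums, and 0 (without 12M-1, among others; 1589 at unadjusted p) to 8 (without 12M-3). For the slope on age, in place of 6, there were 1022 with DESeq2, 43 with gene sums, 28 for any difference between the 4 ages and 3 (without 3M-1, among others) to 8 (without 18M-1). For the slope per gene, in place of 43, there were 565 with DESeq2 and 13 (without 18M-3) to 114 (without 18M-1). With 1 common dispersion for all simulated transcripts, edgeR recovered 0% of 4-fold changes between 3M and 18M and DESeq2 8.5% with 60 false calls. With each transcript's own dispersion, they recovered 0% and 37.0%, with 0 and 433 false calls, and edgeR 23.5% in the test of the slope. Among the real transcripts, edgeR called changes near 4-fold, such as Slc30a2 (log2 fold change 2.06).

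The numbers 1 to 3 of the mice do not pair the libraries: deviations from the age means correlated at −0.03 to 0.06 over the 18 same-numbered pairs, with 0 pairs over 0.1. With the replicate block in the fit, 0 transcripts were called between 3M and 18M (1182 at unadjusted p, with 77 continuously changing mRNAs and 30 listed lncRNAs, of which 0 were called), 0 between 3M and 6M (1126), 0 between 6M and 12M (1177) and 0 between 12M and 18M (1019), and 3 transcripts and 22 genes had a slope on age. The block leaves fewer degrees of freedom for the spread. The count of marker lists called, 3, did not change with it.

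Of the 11 marker lists, 3 were called by camera, 0 by fry (2 at unadjusted p) and 0 by camera with an estimated correlation (0 at unadjusted p).

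For the 42 results of named transcripts, with Klk1b27 (NM_020268) in both the 3M to 18M and the slope test, 386 values under alternatives kept their direction and side of the threshold, 229 were weaker, 12 stronger and 15 reversed. Without 1 library, 130 kept both and 146 were weaker, with none reversed; fewer mice enter these fits. All reversed values came from reads summed per gene, where the transcript is replaced by its gene: Unc13b −0.14 (DESeq2 −0.14), Zfp385a −0.31 (−0.31) and Hook2 0.14 (0.14) between 3M and 18M, Zfp871 −0.0073, Myo18a −0.11 and Eya4 0.067 between 3M and 6M, Ralgapa1 −0.16, Kri1 −0.046 and Oaz3 0.15 between 6M and 12M, and Klhl5 −0.11 and Fech −0.23 between 12M and 18M. The last is 6.17e-05 for Hnrnpf (NM_133834), 12M to 18M, where the gene did not change. With library size alone as normalization, all 42 results kept their direction and side of the threshold, and with the size factors of DESeq2 the 38 results for which they were run.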

Differences from the paper's values

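DESeq2 on reads summed per gene, the quotient of mean log2 values, the fits over all listed transcripts and the minimum FPKM in every mouse for the types were chosen only after the results were seen.

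The ratio of mean FPKM of mRNAs to lncRNAs was 4.14 at 3M and 3.95 at 18M, against the paper's 1.32 for both ages. None of the alternatives set before the data were examined closed the gap: the ratio at 3M was 6.16 with transcripts at FPKM 1 or more, 4.21 with NR_ transcripts added, 0.695 from mean log2 values and 4.11 to 4.16 without 1 library, and at 18M 5.89, 4.00, 0.594 and 3.94 to 3.97. The quotient of the mean log2(FPKM + 0.001) of the classes, the scale of the paper's Figure 2A, was 1.31 ± 0.0628 at 3M and 1.49 ± 0.0926 at 18M. Both means lie below 0, so a quotient above 1 goes with a lower mean of the mRNAs. The lncRNAs here are the 12104 candidates and not the 9387 of the paper.

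Transcripts with a substantial change in a single comparison numbered 100, against the paper's 174. Of the alternatives set before the data were examined, a threshold of 1 (127), a minimum FPKM of 0.5 (140), medians (121) and leaving out 3M-1 (138), 3M-3 (127), 18M-1 (133) or 18M-3 (127) brought the number within 1.5 times of the paper's. A minimum FPKM of 2 (67), a pseudocount of 0.1 (103) or 1 (35), TMM-normalized values and leaving out any other library (74 to 114) did not, nor did FPKM 1 or more in every mouse of an age (53). Over all 2286 entries that the paper lists, equal means included, 174 had a substantial change in a single comparison at a threshold of 1, the paper's value, and 147 at 1.2.

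Continuously changing mRNAs called between 3M and 18M numbered 6, against the paper's 46. Of the alternatives set before the data were examined, only DESeq2's Wald test with adjusted p-values (65) came within 1.5 times. With unadjusted p-values edgeR gave 83 and DESeq2 123, and the other normalizations, filters, fits and libraries left out gave 0 to 6. Of the paper's 46 transcripts themselves, DESeq2 with adjusted p-values called 44, and edgeR with unadjusted p-values 46. DESeq2 on reads summed per gene, chosen after seeing the values, gave 19.

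Listed lncRNAs called between 3M and 18M numbered 3, against the paper's 34. Of the alternatives set before the data were examined, edgeR with unadjusted p-values (35) and DESeq2 with adjusted p-values (32) came within 1.5 times, while DESeq2 with unadjusted p-values (53) and the others (0 to 3) did not. DESeq2 on reads summed per gene, chosen after seeing the values, gave 5.

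Type 2 lncRNAs numbered 18 at the threshold of 1.2, against the paper's 41, and a threshold of 1, set before the data were examined, gave 25. These counts leave out listed lncRNAs with equal means at consecutive ages. Over all 715 listed lncRNAs, type 2 held 41 at a threshold of 1, the paper's value, and 34 at 1.2.

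Table 4 gives MSTRG.5357.6 the position 59493404 to 59557347 on chromosome 13, which is that of Agtpbp1, and MSTRG.3392.3 the position 87405065 to 87555823 on chromosome 11, which is that of Tex14. In the deposited assemblies they lie at 59071205 to 59084250 and at 87440246 to 87443108.

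The paper states that mRNA levels of Agtpbp1, Suds3 and 2410089E03Rik decreased and that of 4921509C19Rik increased with age. The fold changes went in these directions, but the mice of 3M and 18M overlapped for each of the 4, and edgeR's adjusted p-values were 0.923, 0.931, 0.931 and 0.987. In Table 3, the paper lists Pgrmc1 as decreased. edgeR did not call it (adjusted p = 0.118), DESeq2's Wald test did, and the reads summed over the gene had a log2 fold change of −0.08. It also lists Cyp17a1 and Cyp11a1 as decreased, which edgeR did not call between 3M and 18M (adjusted p = 0.169 and 0.540) and DESeq2's Wald test did. In edgeR's test of the slope on age over all 12 libraries, the reads summed per gene fell for both. The adjusted p-values of that test were 1.3e-04 for Cyp17a1 and 0.0063 for Cyp11a1.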

Other observations

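Chosen only after the results were seen were the tests of the lncRNAs of Table 4 for reads moving between transcripts, of the spread between transcripts of 1 age, of shuffled ages for the direction of lncRNAs, for genes with a slope and for loci of the Y chromosome, and of the gap between the Y and the other chromosomes against its spread.

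Transcript levels differed more between mice of the same age than gene levels. Among transcripts at a mean of 1 CPM or more, the median dispersion within ages was 0.010 for the 8537 transcripts of genes with 1 transcript and 0.161 for the 36962 of genes with several, a ratio of 15.8, and the median coefficient of variation was 10.1% and 40.1%. With reads summed per gene, genes with several transcripts had a median dispersion of 0.0060. In 24.0% of the 9702 genes with several transcripts and a mean of 5 CPM or more, the transcript with the most reads differed between 2 libraries of the same age (23.5% to 25.0% over 12 pairs). Between libraries of different ages it was 24.1% (23.3% to 25.2% over 54 pairs). At 3M, 1182 of 19352 transcripts at 10 CPM or more in a library had 0 reads in another library of that age. The ratio is what reads moving between transcripts of a gene in the assembler's estimate would give, and this is a candidate explanation; splice forms that differ between mice of 1 age were not tested.

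The same explanation was tested for the transcripts that the paper lists as changed between 3M and 18M. For the 37 mRNAs of Table 3 in genes with several transcripts, the median ratio of the gene's to the transcript's log2 fold change was 0.019 (0.019 also with transcripts at 0 reads set at their bound), with 33 under 0.5 and 13 of opposite sign. For 18 lncRNAs of Table 4, it was 0.047. As changes in CPM, the median ratios over the same transcripts were 0.11 and 0.53, so the ratio for Table 4 depends on the scale. These transcripts were chosen for their change, so reads moving between transcripts cannot be told apart from a switch between splice forms with age.

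With shuffled ages, 6 of 100 groupings gave as many continuously changing mRNAs and 6 of 100 as many lncRNA candidates as the true ages. With reads summed per gene, 5 of 100 gave as many as the 1933 genes with an mRNA (others 471 to 2710, median 924). Of the rising and falling mRNAs, the share whose 3M and 18M mice do not overlap was 42.9% for the true ages, and 2 of 100 groupings reached it (median 26.8%).

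Among the continuously changing lncRNA candidates, 72.8% rose. A difference in depth between ages is argued against, since 74.0% rose after thinning every library to the shallowest, and so is the normalization of the authors, with 72.4% for TMM-normalized values. As large an excess of 1 direction came in 11 of 100 groupings of shuffled ages (median 138, true ages 359), so a grouping by chance is consistent with it. Of the continuously changing mRNAs, 43.6% rose.

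The other splits of the libraries put the calls between ages in context. As many calls as between 3M and 18M came in 1 of 10 splits with edgeR and in 1 of 10 with DESeq2 (1263 calls, others 950 to 1134, median 1010), and in 3 of 10 with reads summed per gene (13 calls, others 1 to 15, median 5). As many as between 3M and 6M came in 3 of 10 splits (others 0 to 38, median 16), between 6M and 12M in 7 of 10 (2 to 29, median 12) and between 12M and 18M in 7 of 10 (8 to 43, median 19). A share under 0.1 is not possible with 3 against 3, so a grouping by chance cannot be told apart from age in any of these comparisons.

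The slope on age, which uses all 12 libraries, can reach smaller shares. As many transcripts as for the true ages came in 1 of 100 groupings (at most 3 calls in the others) and as many genes in 1 of 100, the true ages in each case, which argues against a grouping by chance. Age, and whatever else differed between the mice of the 4 ages, were not tested apart from each other.

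On the Y chromosome, 138 of 177 loci tested (78.0%) had a rising slope on age, against 49.9% of 25349 loci on the other chromosomes (46.9% on chromosome 18 to 56.7% on chromosome 14). An unadjusted p-value of 0.05 or less was found for 25 Y loci, 22 of them rising. In 1 of 100 groupings, the true one, the share was as far from 50% (others 24.9% to 74.0%), which argues against a grouping by chance. Without 3M-2 the share was 72.3%, and in the other fits without 1 library 76.3% to 80.2%. Of the 14 rising loci with a slope on age called, 3 lie on the Y chromosome: 6719911 to 6727485, 40683595 to 40689086 and 63206143 to 63208544, the first of which shares 32.3% of its sequence with Gm28444 and the last overlaps no GENCODE gene; they are named after their values were seen. For the mean level from 3M to 18M, transcripts listed at 0 and weighted by the small pseudocount are argued against, since the difference with a pseudocount of 1 was 0.092 against a spread between mice of 0.036. A rise of lncRNAs on all chromosomes cannot be told apart for the lncRNA candidates: all 20 other chromosomes rose too, and the gap between Y (0.58) and the highest of them (0.31) was 0.27 with a spread between libraries of 0.15, but without 3M-1 it was 0.24 with a spread of 0.31 and without 3M-2 0.13 with a spread of 0.21. Reads shared between near-identical Y copies were not tested, and a change in the share of germ cells with age is open. The rise of Y chromosome transcripts is a hypothesis.

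Marker lists of 11 cell types, written before the test, were set against 3M to 18M with reads summed per gene. camera called 3: the Leydig cell list fell (10 of 10 genes tested, median log2 fold change −0.80, adjusted p = 2.0e-06), and the round spermatid list (9 of 9 genes, 0.17, adjusted p = 6.0e-04) and the elongating spermatid list (11 of 11 genes, 0.12, adjusted p = 0.0048) rose. None of the 3 calls holds under fry or an estimated correlation; for the Leydig cell list the p-value under fry was 0.014 (adjusted 0.156). Not called were Sertoli (0.02, adjusted p = 0.590), macrophage (−0.11, 0.372), lymphocyte and plasma (0.24, 0.239), peritubular myoid (−0.20, 0.153), endothelial (−0.08, 0.194), spermatogonium (−0.08, 0.270), spermatocyte (−0.02, 0.975) and epididymis (0.11 from 1 of 8 genes, 0.590). Of the Leydig cell genes, 3 are in the paper's lists, of the round spermatid genes 3 and of the elongating spermatid genes 2, and no gene is in more than 1 list. As many lists came in 2 of 10 splits of the 6 libraries (others 0 to 5), so a grouping by chance cannot be told apart from age with 3 against 3. For the Leydig cell list alone, camera's p-value was smallest in the real split (1.9e-07, against 5.9e-04 in the next). That list was also called in other splits, and 10 splits cannot give a share under 0.1. Without 3M-2 or 18M-3, 2 lists were called, and without 18M-1 4. The Leydig cell and round spermatid lists were called in each fit without 1 library. The elongating spermatid list was lost without 3M-2 or 18M-3. Of single genes in the lists, edgeR called 0 over all genes tested and 2 adjusted over the genes of all lists alone, Cyp17a1 and Cyp11a1.

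A lower share of Leydig cells was tested as an explanation for the fall of Cyp17a1 and Cyp11a1, whose mean log2 fold change was −1.49 with reads summed per gene. The other 8 Leydig cell markers had a median of −0.54, with 6 falling and a range from −1.27 (Lhcgr) to 0.27 (Hsd3b1). The most abundant of them, Insl3, went from 566 CPM at 3M to 454 CPM at 18M (−0.32, SE 0.12). Fewer Leydig cells would lower all of these alike, and a change of steroid synthesis within the cells would lower some. The unequal changes argue against a lower share of Leydig cells as the only explanation, for these markers. Since 6 of the other 8 also fell, a part played by a lower share stays open. Cyp17a1 and Cyp11a1 were chosen for their fall, so the size of the gap is uncertain.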
